# Reduced Acrolein Detoxification in *akr1a1a* Zebrafish Mutants Causes Impaired Insulin Receptor Signaling and Microvascular Alterations

**DOI:** 10.1002/advs.202101281

**Published:** 2021-07-18

**Authors:** Haozhe Qi, Felix Schmöhl, Xiaogang Li, Xin Qian, Christoph T. Tabler, Katrin Bennewitz, Carsten Sticht, Jakob Morgenstern, Thomas Fleming, Nadine Volk, Ingrid Hausser, Elena Heidenreich, Rüdiger Hell, Peter Paul Nawroth, Jens Kroll

**Keywords:** Acrolein (ACR), diabetes, impaired glucose homeostasis, organ complications, zebrafish

## Abstract

Increased acrolein (ACR), a toxic metabolite derived from energy consumption, is associated with diabetes and its complications. However, the molecular mechanisms are mostly unknown, and a suitable animal model with internal increased ACR does not exist for in vivo studying so far. Several enzyme systems are responsible for acrolein detoxification, such as Aldehyde Dehydrogenase (ALDH), Aldo‐Keto Reductase (AKR), and Glutathione S‐Transferase (GST). To evaluate the function of ACR in glucose homeostasis and diabetes, *akr1a1a^−/−^* zebrafish mutants are generated using CRISPR/Cas9 technology. Accumulated endogenous acrolein is confirmed in *akr1a1a^−/−^* larvae and livers of adults. Moreover, a series of experiments are performed regarding organic alterations, the glucose homeostasis, transcriptome, and metabolomics in *Tg(fli1:EGFP*) zebrafish. *Akr1a1a^−/−^* larvae display impaired glucose homeostasis and angiogenic retina hyaloid vasculature, which are caused by reduced acrolein detoxification ability and increased internal ACR concentration. The effects of acrolein on hyaloid vasculature can be reversed by acrolein‐scavenger l‐carnosine treatment. In adult *akr1a1a^−/−^* mutants, impaired glucose tolerance accompanied by angiogenic retina vessels and glomerular basement membrane thickening, consistent with an early pathological appearance in diabetic retinopathy and nephropathy, are observed. Thus, the data strongly suggest impaired ACR detoxification and elevated ACR concentration as biomarkers and inducers for diabetes and diabetic complications.

## 1 Introduction

Diabetes is a worldwide disease and is characterized by a high blood glucose level over a prolonged period of time. More than 463 million people have been diagnosed with diabetes so far, and the number will be rising to 700 million in 2045 as estimated.^[^ ^1^ ^]^ Without appropriate treatment in time, diabetes can cause severe microvascular complications in the eye and kidney, namely diabetic retinopathy and nephropathy, which become the leading cause of vision loss and renal failure in working‐age people.^[^ ^2^ ^]^ Hence, early diagnosis and intervention of diabetes are essential and urgently needed for improving long‐term prognosis.

Increasing evidence indicates that reactive carbonyl species (RCS) are positively correlated with diabetes and insulin resistance.^[^ ^3^, ^4^, ^5^, ^6^, ^7^, ^8^ ^]^ Among them, methylglyoxal (MG) is well studied and regarded as a main toxic factor.^[^ ^9^, ^10^ ^]^ In addition to MG, acrolein (ACR) also has drawn extreme attention due to its reactive capacity in past decades.^[^ ^11^, ^12^ ^]^ ACR, originated from myeloperoxidase‐mediated degradation of threonine, amine oxidase‐mediated degradation of spermine and spermidine, and lipid peroxidation of polyunsaturated fatty acids (PUFAs) in vivo, was considered as a toxic intermediate which plays certain roles in Alzheimer's diseases, neuropathic pain, spinal cord injury, cardiovascular disease, and diabetes.^[^ ^13^, ^14^, ^15^, ^16^, ^17^ ^]^

Preliminary studies have identified that ACR‐lysine adduct (FDP‐lysine) elevates in type 1 and type 2 diabetic patients.^[^ ^18^, ^19^ ^]^ ACR‐relevant metabolites, such as *N*‐acetyl‐S‐(3‐hydroxypropyl)‐l‐cysteine (3‐HPMA) and *N*‐acetyl‐S‐(carboxyethyl)‐l‐cysteine (CEMA), were positively associated with diabetes as well as insulin resistance by dose‐dependent response.^[^ ^20^ ^]^ Additionally, FDP‐lysine level has a strong connection with diabetic nephropathy and retinopathy.^[^ ^21^, ^22^ ^]^ Although studies have revealed an apparent connection between ACR and diabetic complications, whether ACR contributes to the onset of diabetes and organ damage remained unknown. Therefore, a suitable animal model with increased ACR is necessary for further in vivo exploration.

Typically, the steady‐state concentration of ACR is maintained in a certain range. However, changes occurring in ACR production or detoxification procedure by its corresponding enzymes, such as Aldo‐Keto Reductase (AKR), Aldehyde Dehydrogenase (ALDH), and Glutathione S‐Transferase (GST), may lead to its accumulation and damaging effects on proteins, nucleic acids, and lipids afterward.^[^ ^13^, ^23^, ^24^ ^]^

The first discovered AKR, the Aldehyde Reductase Akr1a1, is a cytosolic, NADPH‐dependent, monomeric oxidoreductase, which has two separate homologs in zebrafish, namely, Akr1a1a and Akr1a1b.^[^ ^25^, ^26^ ^]^ Akr1a1 possesses a broad substrate spectrum, and it prefers carboxyl‐group containing negatively charged substrates.^[^ ^27^, ^28^ ^]^ In addition to detoxifying common RCS, such as 3‐deoxyglucosone (3DG), glyoxal, and MG, Akr1a1 also has a high affinity to ACR.^[^ ^25^ ^]^ Kurahashi et al. reported that the detoxification of toxic aldehydes, for example, ACR, is a principal function for Akr1a1, and overexpression of Akr1a1 alleviates the *Tg MEF*’s (transgenic Mouse Embryonic Fibroblasts) sensitivity to ACR.^[^ ^29^ ^]^ In a previous study, Akr1a1b was identified as a gluconeogenesis regulator via adjusting S‐nitrosyaltion in zebrafish.^[^ ^26^ ^]^ However, whether Akr1a1a functions closely to Akr1a1b or completely separate and whether a permanent loss of Akr1a1a causes accumulated internal ACR and results in diabetes and relevant complications in the end require further elucidation.

Therefore, the study aimed to establish an animal model with increased internal levels of ACR and clarify the subsequent effects of ACR on glucose metabolism and organic alterations in zebrafish. Our data indicate impaired ACR detoxification and accumulated ACR as inducers for insulin resistance and resulted in the pathological progression of diabetic retinopathy and nephropathy.

## 2 Results

### 2.1 Expression of *akr1a1a* in Zebrafish and Generation of *akr1a1a* Knockout Zebrafish

In zebrafish, two homologs for Akr1a1, including Akr1a1a and Akr1a1b, exist. The alignment comparing the amino acid sequence of Akr1a1 and Akr1a1a in humans, mice, and zebrafish showed that zebrafish Akr1a1a shares a 60% and 58% similarity with Akr1a1 in humans and mice, respectively. Meanwhile, Akr1a1a and Akr1a1 possess the same active site and binding site among three different species, suggesting Akr1a1a as a potential candidate to study ACR detoxification in zebrafish (**Figure** **1**A).

**Figure 1:**
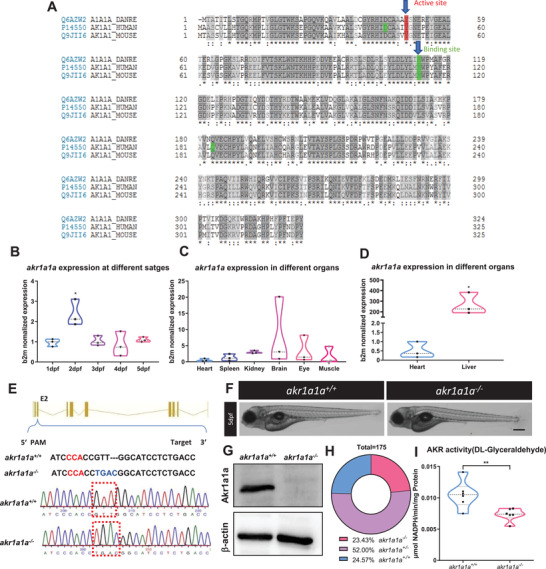
Sequence alignment of Akr1a1a across different species and generation of Akr1a1a knockout zebrafish by using CRISPR‐Cas9 technology. A) The amino acid alignment showed a high similarity between the different species on the active site (red frame) and binding site (green); first line: zebrafish AKR1a1a; second line: human AKR1a1; third line: mouse AKR1a1. B) *akr1a1a* mRNA expression in wild‐type zebrafish larvae showed a significant upregulation at 2 dpf. C,D) *akr1a1a* mRNA expressed mostly in liver of wild‐type adult zebrafish (heart as reference organ). Expression of genes was determined by RT‐qPCR and normalized to *b2m*. Larval stage: *n* = 3 clutches with 30 larvae, adult organs: *n* = 3 with one organ per sample. E) Akr1a1a‐CRISPR‐target site was designed in exon 2 of the *akr1a1a* gene and CRISPR/Cas9‐induced deletion‐insertion of four nucleotides was selected for further *akr1a1a* mutant line generation and maintenance. Genotype was analyzed via sequencing chromatograms of PCR‐amplified *akr1a1a* region, containing the *akr1a1a* target site. Chromatogram shows *akr1a1a* wild type and deletion‐insertion of four nucleotides homozygous sequencing results. F) Microscopic images showed unaltered morphology of *akr1a1a^−/−^* larvae in comparison with *akr1a1a^+/+^* larvae at 5dpf. Black scale bar: 300 µm. G) Western blot for Akr1a1a expression in adult liver showed the loss of Akr1a1a protein in mutants. b‐actin served as loading control. *n* = 3, each lane represents one liver sample from according adult fish. H) Adult fish number among different genotypes was in line with *the Mendelian Inheritance* in the first generation of F2: *akr1a1a^+/+^* = 43, *akr1a1a^+/‐^* = 91, *aldh3a1^−/−^* = 41. I) *akr1a1a^−/−^* zebrafish showed decreased enzyme activity (DL‐Glyceraldehyde served as substrate) measured by spectrophotometric analysis in zebrafish lysates at 96 hpf; *n* = 6–11 clutches, each clutch contains 50 larvae. For statistical analysis one‐way ANOVA followed by Tukey's multiple comparison test and Student's *t*‐test was applied, *p < 0.05. **p < 0.01. RT‐qPCR, real‐time quantitative polymerase chain reaction; dpf, day post fertilization; b2m, *β*2 microglobulin. PAM, protospacer‐adjacent motif.

*Akr1a1a* mRNA expression was determined by RT‐qPCR in larvae and adult organs of zebrafish. The results showed ubiquitous *akr1a1a* expression throughout embryonic and larval stages with being highest expressed at 2dpf (Figure 1B). Besides, *akr1a1a* expression was mostly observed in the liver, more than two hundred‐fold than in the reference organ (heart), and to a less extent in the brain (eightfold), kidney (threefold), and eye (threefold) (Figure 1C,D). Altogether, these data suggest that Akr1a1a distributes widely in the early developmental stages of zebrafish larvae and adult organs, and it may play an essential role in embryonic development and in physiological liver function.

In order to explore the function of Akr1a1a in zebrafish and on ACR metabolism, an *akr1a1a^−/−^* mutant line was generated by CRISPR/Cas9 technology as the first step.^[^ ^30^ ^]^ Briefly, gRNA was designed targeting exon 2 of *akr1a1a*, and a deletion‐insertion of four nucleotides in the *Tg(fli1: EGFP)* reporter line was identified and utilized for further studies (Figure 1E). The general morphology of larvae at 5dpf did not show any noticeable alterations in mutants compared to the wild types (Figure 1F). To evaluate whether the *akr1a1a* mutations caused a non‐functional Akr1a1a protein after translation, a Western blot was performed and showed an ultimate loss of the Akr1a1a protein in mutants (Figure 1G). The percentage of *akr1a1a^−/−^* zebrafish growing into adulthood is about 23.43%, while 24.57% to wild type and 52% to heterozygous zebrafish, which is consistent with Mendel's law of inheritance suggesting permanent loss of *akr1a1a* does not affect the survival of zebrafish (Figure 1H). Besides, AKR activity was measured by using DL‐Glyceraldehyde as substrate, and it showed significant decline in *akr1a1a^−/−^* larvae (Figure 1I). All the above data have proven the successful generation of *akr1a1a* knockout mutants.

### 2.2 Alteration of the Retinal Vasculature and Glomerular Basement Membrane in *akr1a1a^−/−^* Mutants

Diabetic retinopathy and diabetic nephropathy are common microvascular alterations and zebrafish has been established as a valuable animal model to study alterations in the eyes and kidneys.^[^ ^31^, ^32^ ^]^ The hyaloid vasculature was analyzed first by using the *Tg(fli1: EGFP)* reporter line.^[^ ^33^ ^]^ Zebrafish larvae were collected at 5 dpf, and images were captured with a confocal microscope. Increasing numbers of branches and sprouts were identified in the hyaloid vasculature of *akr1a1a^−/−^* larvae compared to *akr1a1a^+/+^* larvae at 5 dpf (**Figure** **2**A–D). Meanwhile, as same as in larvae, adult *akr1a1a^−/−^* zebrafish also displayed more branches and sprouts in retinal vessels in contrast to *akr1a1a^+/+^* adults (Figure 2E–G). Besides, although no apparent alterations in kidneys have been found with PAS staining under the light microscope (Figure S1A,B, Supporting Information), a thickening of the glomerular basement membrane (GBM) was observed using electron microscopy in *akr1a1a^−/−^* adults (Figure 2H,I). Taken together, these results revealed that the loss of Akr1a1a leads to alterations of the hyaloid vasculature in zebrafish larvae, which persists into adulthood, besides, the loss of Akr1a1a resulted in a thickening of the GBM in adults. Thus, *akr1a1a* mutants show incipient hallmarks of diabetic retinopathy and diabetic nephropathy.

**Figure 2:**
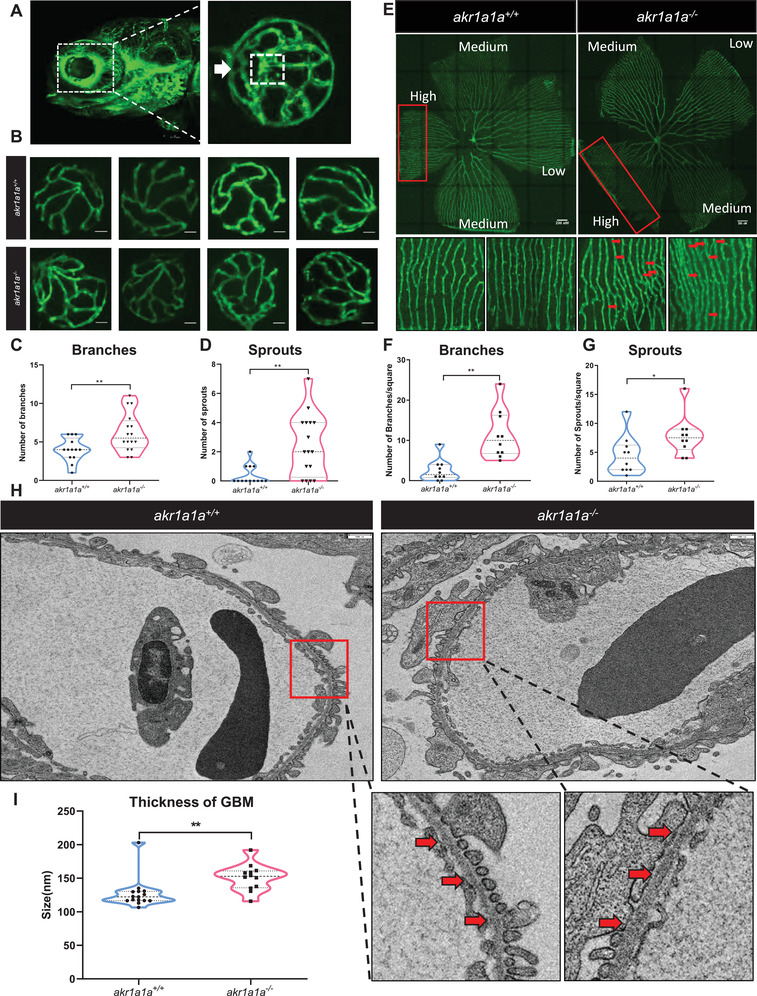
Retinal vasculature and renal alterations in *akr1a1a^−/−^ Tg(fli1:EGFP)* zebrafish larvae and adults. A) Representative confocal images of the hyaloid vasculature in zebrafish larvae. White box: central hyaloid/optic artery. White arrow: circumferential inner annular hyaloid vessel. B) Representative confocal images of the hyaloid vasculature in *akr1a1a^+/+^* and *akr1a1a^−/−^* larvae show vascular alterations in the mutants. White scale bar = 20 µm. C,D) Quantification of increased branches and sprout formation in the hyaloid vasculature in *akr1a1a^−/−^* larvae, *n* = 10–16 per group. E) Representative confocal images of retinal vasculature in *akr1a1a^+/+^* and *akr1a1a^−/−^* adults. White scale bar = 200 µm. F,G) Quantification of increased branches and sprout formation in the adult retinal vasculature in *akr1a1a^−/−^* zebrafish, *n* = 13–16 per group. H,I) Representative electron microscopy images and quantification showed thicker GBM in adult *akr1a1a^−/−^* kidneys. Red arrows: GBM. White scale bar, 500 nm. For statistical analysis Student's *t*‐test was applied. *p < 0.05, **p < 0.01.

### 2.3 Insulin Receptor Signaling Pathway Was Down‐Regulated in *akr1a1a^−/−^* Larvae

To investigate the potential mechanisms behind the alterations in *akr1a1a^−/−^* mutants, gene‐expression patterns were analyzed by genome RNA‐Seq among *akr1a1a^+/+^* and *akr1a1a^−/−^* larvae at 5dpf (**Figure** **3**A). 

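For this comparison, total RNA of *akr1a1a+/+* and *akr1a1a-/-* larvae was isolated at 120 hpf, with 6 clutches per genotype and, as the paper states, 30 larvae per clutch. The libraries were sequenced on the BGISEQ-500, a sequencer that reads DNA nanoballs. For every sample the authors deposited an estimated count and a TPM value (a level scaled by gene length and by the total of the sample) per gene, for 32520 Ensembl gene IDs, of which 29201 have a symbol. The paper's text refers to an earlier publication for quality control and data analysis and does not name the aligner, the quantification tool or the genome build. Between 45.1% and 45.9% of the genes in a sample had an estimated count that was not a whole number, so the counts were rounded before testing. Total counts per sample ranged from 19878464 to 20174607 in *akr1a1a+/+* larvae, with a median of 20103808, and from 20247724 to 20463404 in *akr1a1a-/-* larvae, with a median of 20313351. At this depth, 3 counts corresponded to between 0.147 and 0.151 CPM (counts scaled by the total of the sample). The counts were normalized with edgeR's TMM method, which assumes that most genes do not change. Genes with low counts were removed with filterByExpr, which left 23223 genes. These were tested with edgeR's quasi-likelihood test in 1 model over all 18 samples of the study, so that the spread between clutches was estimated from every group. According to the run names in the sample labels, all *akr1a1a+/+* samples were sequenced on lane 2 and all *akr1a1a-/-* samples on lane 3, so that lane and genotype cannot be told apart within these 12 samples.
The mutated gene, akr1a1a (ENSDARG00000035257), had 47 to 69 counts in the *akr1a1a+/+* samples and 6 to 15 counts in the *akr1a1a-/-* samples. Its level was 3.02 ± 0.40 CPM (SD, n = 6 clutches) in *akr1a1a+/+* and 0.44 ± 0.15 CPM (SD, n = 6) in *akr1a1a-/-* larvae. The log2 fold change was −2.75, with an approximate standard error of 0.17 and an adjusted p of 1.13e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every *akr1a1a-/-* sample was below every *akr1a1a+/+* sample (exact two-sided permutation test, p = 0.0022, the smallest p that 6 against 6 clutches allow). A second gene with the symbol AKR1A1 (ENSDARG00000052030) had 14.7 ± 1.44 CPM (SD, n = 6) in *akr1a1a+/+* and 16.9 ± 0.988 CPM (SD, n = 6) in *akr1a1a-/-* larvae. Its log2 fold change was 0.20, with an adjusted p of 0.0716 from the same quasi-likelihood test. It was higher in 6 of 6 same-numbered pairs, and with the replicate number as a block its adjusted p was 0.0483, under 0.05. Over all alternatives run, its adjusted p lay between 0.0483 and 0.201. Reads that match both genes could have been split between them by the authors' quantification, so both levels carry that uncertainty.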

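For the principal components, log2 CPM values were calculated with a prior count of 2 for the 22807 genes that passed the filter in the 12 samples of the *akr1a1a+/+* and *akr1a1a-/-* larvae. The first component held 39.8% of the variance and the second 10.2%. On the first component, *akr1a1a+/+* samples lay between −34.2 and −27.5, with a mean of −30.7 ± 2.35 (SD, n = 6). The *akr1a1a-/-* samples lay between 27.6 and 34.1, with a mean of 30.7 ± 2.64 (SD, n = 6). The empty stretch between the genotypes was 80.6% of the whole range of scores, and the difference between the means exceeded that of all other groupings of 6 against 6 (exact two-sided permutation test, p = 0.0022, the smallest possible). Among the alternatives, calculating the components from all 18 samples moved this value most, to 73.3%. The sequencing lanes divide these samples in the same way as the genotypes. In the calculation from all 18 samples, however, the 3 acrolein-treated *akr1a1a+/+* samples that were on lane 3 lay between −21.3 and −16.0 on the first component, within the range of −26.0 to −14.0 of the untreated *akr1a1a+/+* samples of lane 2, whereas the *akr1a1a-/-* samples of lane 3 lay between 39.1 and 46.5.

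**Figure D1:**
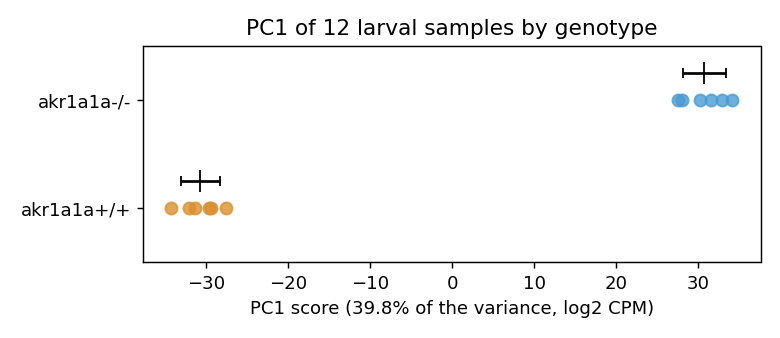
Score of each sample on the first principal component (horizontal axis, no unit) for the 6 *akr1a1a+/+* and 6 *akr1a1a-/-* samples, with the mean and SD of each genotype as a bar above the points. The *akr1a1a+/+* samples lie between −34.2 and −27.5 and the *akr1a1a-/-* samples between 27.6 and 34.1.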

Principal component analysis (PCA) exhibited components of each sample by which showed that *akr1a1a^+/+^* and *akr1a1a^−/−^* plots are totally separated in the PC1 axis (Figure S2A, Supporting Information). Quality control showed comparable properties between *akr1a1a* mutants and wild types (Figure S2B, Supporting Information). 

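In the deposited counts, the mean total per sample was 1.42% higher in *akr1a1a-/-* than in *akr1a1a+/+* larvae, and every *akr1a1a-/-* total was above every *akr1a1a+/+* total (exact two-sided permutation test, p = 0.0022). Genotype and lane coincide in these samples. In ACR-treated larvae, totals were at least 20103426 on lane 3 and at most 20092441 on lane 2. The difference in totals therefore cannot be assigned to genotype. Genes with a count above 0 numbered 26950 ± 78.3 (SD, n = 6) in *akr1a1a+/+* and 26866 ± 77.2 (SD, n = 6) in *akr1a1a-/-* samples, and the ranges of 26858 to 27055 and 26789 to 27003 genes overlapped. At least 10 counts were found for 22804 ± 33.2 genes (SD, n = 6) in *akr1a1a+/+* and 22708 ± 72.0 genes (SD, n = 6) in *akr1a1a-/-* samples. The 10 most abundant genes of a sample took 10.8 ± 0.35% of its counts (SD, n = 6) in *akr1a1a+/+* and 11.4 ± 0.57% (SD, n = 6) in *akr1a1a-/-* larvae, with overlapping ranges of 10.4% to 11.2% and 10.9% to 12.2%. The most abundant gene, which was MT-CO1, actc1b or myhz1.1, took between 1.76% and 2.13% of the counts of any of these samples. The TMM factors that scale the totals were between 0.989 and 1.01 in *akr1a1a+/+* and between 0.951 and 1.00 in *akr1a1a-/-* samples.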

Then, gene set enrichment analysis (GSEA) was performed to better understand altered physiological signaling pathways reflected by the loss of Akr1a1a. 

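Before gene sets were tested, the genotypes were compared gene by gene. Of the 23223 genes tested, 3752 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 1903 were higher and 1849 were lower in *akr1a1a-/-* larvae. Of these, 685 changed at least 2-fold, with 266 higher and 419 lower. With a lane covariate, which the model can estimate only because the ACR-treated larvae of the study were sequenced on both lanes, 1498 genes passed. Of these, 1061 were among the 3752, and 19 of the 3752 genes changed their sign. The covariate rests on replicates 4 to 6 against 1 to 3 of the ACR-treated larvae. Across genes, their difference correlated at 0.55 with that of the same replicates of *akr1a1a+/+* larvae, all on lane 2. The covariate may thus carry differences between replicates, and a gene that no longer passes with it is not thereby shown to depend on the lane. Likewise, a gene that still passes with it is not thereby shown to be independent of the lane. When the log2(TPM + 1) values were tested with limma, a similar number of 3694 genes passed, but the split was 1210 higher and 2484 lower. With log2(TPM + 0.1) it was 1168 higher and 2509 lower. The TPM values were not scaled between samples. Their median log2 fold change over all genes was −0.0487 and −0.0570 in these fits, against −0.000739 with counts. The uneven split thus carries an offset common to all genes.
The KEGG and GO biological process sets that the paper analyzed were not used here. Their place was taken by lists of gene symbols and symbol patterns. The insulin receptor signaling list held 108 symbols, of which 103 were found, and gave 102 tested genes. The list for the MAPK cascade gave 138 tested genes, the list of receptor tyrosine kinases 75, and the list of protein kinases, which stands for signal transduction by protein phosphorylation, 459. A further list of 41 tested genes covered the response to electrophiles. All tested genes were ranked by the signed square root of edgeR's quasi-likelihood F. The lists were then tested with fgsea, a fast form of GSEA whose normalized enrichment score is negative when a set gathers among the genes that were lower in *akr1a1a-/-* larvae.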

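The insulin receptor signaling genes gathered among those lower in *akr1a1a-/-* larvae, with a normalized enrichment score of −1.96 and an adjusted p of 7.63e-05 (fgsea, Benjamini-Hochberg over the 5 sets of the comparison). Of its 102 genes, 71 were lower, or 69.6% against 50.2% of all genes tested, and the median log2 fold change was −0.06. Of these 102 genes, 18 passed an adjusted p of 0.05, both over all genes tested and over the list alone, with 16 lower and 2 higher. With the lane covariate, 8 of the 18 passed.
INSR (ENSDARG00000011948), a gene of the insulin receptor, had 95.5 ± 2.52 CPM (SD, n = 6) in *akr1a1a+/+* and 78.0 ± 3.92 CPM (SD, n = 6) in *akr1a1a-/-* larvae. Its log2 fold change was −0.29 (approximate standard error 0.04, adjusted p = 5.00e-05 from edgeR's quasi-likelihood test), and no *akr1a1a-/-* sample reached a *akr1a1a+/+* sample (exact two-sided permutation test, p = 0.0022). CBLB fell from 39.8 ± 0.909 to 32.7 ± 1.33 CPM (SD, n = 6), a log2 fold change of −0.28 (approximate standard error 0.04, adjusted p = 3.03e-05). PDK1 (ENSDARG00000013128) had a log2 fold change of −0.44 (adjusted p = 0.00165) and GRB10 one of −0.44 (adjusted p = 0.00261). The symbol PDK1 is that of a pyruvate dehydrogenase kinase and not of PDPK1, the kinase of the insulin pathway. PDK1 and GRB10 kept an adjusted p under 0.05 with the lane covariate, as did INSR and CBLB. The covariate may carry differences between replicates, and PDK1 was set apart, high, in the same replicate of *akr1a1a+/+* and ACR-treated larvae. For inppl1b, the log2 fold change of −0.60 (adjusted p = 0.000178) no longer passed with that covariate (adjusted p = 0.0741). The largest falls in the list were those of SOCS3, at −1.39 (approximate standard error 0.44, adjusted p = 0.0380), and SOCS1, at −1.05 (approximate standard error 0.31, adjusted p = 0.0247). Both genes were far lower in replicate 6 of the *akr1a1a+/+* samples than in the other *akr1a1a+/+* samples, and neither passed with the lane covariate. The genes that rose were pik3r2, with a log2 fold change of 0.33 (adjusted p = 0.00236), and enpp1, with 0.20 (adjusted p = 0.00556), and neither passed with that covariate.
The score of the MAPK cascade set was −1.36 (adjusted p = 0.0409, fgsea), with 89 of its 138 genes lower. The receptor tyrosine kinases scored −1.45 (adjusted p = 0.0409, fgsea), with 52 of 75 genes lower. The protein kinases scored −1.30 (adjusted p = 0.0164, fgsea), with 265 of 459 genes lower. At the gene level, 9 MAPK cascade genes, 4 receptor tyrosine kinases and 36 protein kinases were lower at an adjusted p under 0.05, and 4, 3 and 24 were higher. Ranking the genes by log2 fold change moved the insulin receptor signaling score most, to −1.29 with an adjusted p of 0.496, and none of these 4 sets passed with that ranking. Once the trend with gene length was removed from the ranking, the receptor tyrosine kinases scored −1.20 (adjusted p = 0.168) and the protein kinases −1.20 (adjusted p = 0.0786). The MAPK cascade hardly moved, with a score of −1.35 and an unadjusted p of 0.0297 in place of 0.0264, and its adjusted p of 0.0743 followed from the higher p values of the other sets. Among the 32 ways to divide the same 12 samples that part all 6 same-numbered pairs, 3 gave a score at least as extreme for insulin receptor signaling, 7 for the MAPK cascade, 14 for receptor tyrosine kinases and 6 for protein kinases, the real division included. For insulin receptor signaling, both of the others kept 5 of the 6 samples of each genotype together. Of the 10 divisions that put 3 samples of each genotype in each group, 7 gave as extreme a score for receptor tyrosine kinases and none did for the other 3 sets. From the decrease of these pathways at the transcript level, the paper proposes an effect of the loss of Akr1a1a on the transduction of insulin signals. Its further evidence includes RT-qPCR of the insulin receptor genes, phosphorylated AKT and glucose levels. The scores given here treat all genes of a list alike, whether a gene promotes or restrains signaling. A lower score therefore does not by itself mean weaker signaling.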

Among a series of altered biological pathways, the insulin receptor and downstream signaling pathways, including but not limited to MAPK, signal transduction by protein phosphorylation and transmembrane receptor protein tyrosine kinase signaling pathway, were significantly down‐regulated in *akr1a1a* mutants (Figure 3B–F), suggesting the loss of Akr1a1a induces an impaired insulin signaling transduction in zebrafish larvae at 5dpf. Additionally, metabolomics assay was also performed in wild type and homozygous larvae and livers. Among amino acids, thiols, adenosines and fatty acids, lysine, putrescin and C20:3n6 were significantly increased in mutant larvae. C18:3n6, C20:3n6 were significantly increased while cholesterol decreased significantly in mutants’ liver which implies the impaired insulin signaling transduction in *akr1a1a^−/−^* larvae give rises to alterations in protein and fatty acids synthesis and metabolism procedures (Figures S3,S4, Supporting Information).

**Figure 3:**
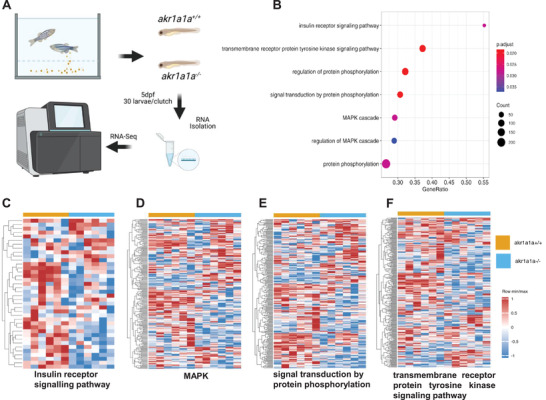
Down‐regulated insulin receptor signaling pathway and downstream pathways in *akr1a1a^−/−^* zebrafish larvae. A) Experimental design for larval RNA‐Seq. 30 larvae per clutch, 6 clutches of *akr1a1a^+/+^* and *akr1a1a^−/−^* zebrafish larvae at 5dpf were applied for RNA isolation. B) Bubble plot showed the significantly down‐regulated biological pathways in *akr1a1a^−/−^* zebrafish larvae at 5dpf via KEGG and GOBP analysis. Heatmaps showed relative mRNA expression in C) insulin receptor signaling pathway, D) MAPK, E) signal transduction by protein phosphorylation, and F) transmembrane receptor protein tyrosine kinase signaling pathway was down‐regulated significantly in *akr1a1a^−/−^* zebrafish larvae. Higher and lower expression is displayed in red and blue, respectively. GSEA, gene set enrichment analysis. dpf, day post fertilization. KEGG, Kyoto encyclopedia of gene and genomes. GOBP, Gene ontology biological processes.

### 2.4 *Akr1a1a^−/−^* Mutants Displayed Impaired Glucose Homeostasis and Accumulated Internal ACR

Although impaired insulin signaling transduction has been verified in *akr1a1a^−/−^* mutants, whether glucose homeostasis alters afterward is still unknown. In order to address this question, body glucose and blood glucose measurements were performed in larvae and adults, respectively. Interestingly, *akr1a1a^−/−^* larvae exhibited 50% incremental glucose level in contrast to *akr1a1a^+/+^* larvae at 5dpf (**Figure** **4**A). Additionally, *akr1a1a^−/−^* adults displayed postprandial hyperglycemia in both male and female, while overnight‐fasting blood glucose kept unaltered (Figure 4B,C) proving that permanent loss of Akr1a1a can induce impaired glucose homeostasis in both zebrafish larvae and adults.

**Figure 4:**
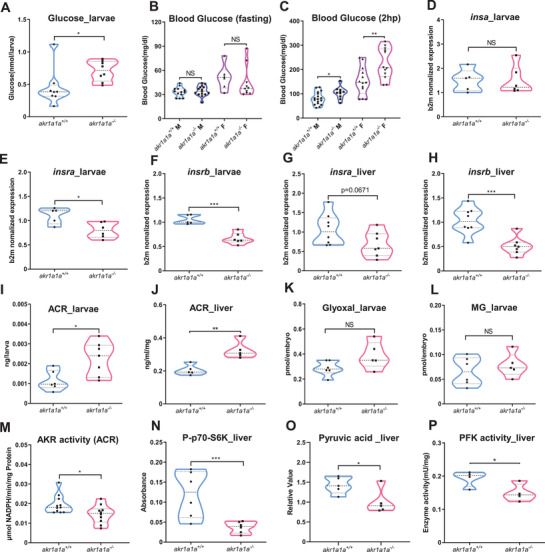
Altered glucose and insulin related gene expression in *akr1a1a^−/−^* zebrafish. A) *Akr1a1a^−/−^* larvae showed significantly increased whole‐body glucose at 5dpf. *n* = 8 clutches with 20 larvae. B) Blood glucose of *akr1a1a^−/−^ a*dults did not show any alteration in fasting state in both male and female. *n* = 6–15. C) In the postprandial state, *akr1a1a^−/−^* adults displayed higher blood glucose than *akr1a1a^+/+^* adults in both male and female. *n* = 10–17. D) *insa* gene expression level showed no alteration in *akr1a1a^−/−^* larvae compared with *akr1a1a^+/+^* larvae at 5 dpf; *n* = 5–6 clutches with 30 larvae. E,F) Both *insra* and *insrb* mRNA expression were down‐regulated in *akr1a1a^−/−^* larvae at 5dpf. *n* = 5–6 clutches with 30 larvae. G,H) *insra* mRNA expression showed a declining trend while *insrb* mRNA expression was down‐regulated significantly in *akr1a1a^−/−^* adult livers. *n* = 7–8. I) ACR was significantly increased in *akr1a1a^−/−^* larvae. *n* = 6–7 clutches with 50 larvae. J) ACR accumulated significantly in the liver of *akr1a1a^−/−^* adults, *n* = 5. K,L) Glyoxal and MG were unaltered in *akr1a1a^−/−^* larvae. *n* = 5–6 clutches with 50 larvae. M) AKR activity (ACR served as substrate) was significantly reduced in *akr1a1a^−/−^* larvae. *n* = 5–6 clutches with 50 larvae. N) Phosphorylated p70‐S6K(P‐p70‐S6K) was significantly decreased in the liver of *akr1a1a^−/−^* adults, *n* = 6. O) Pyruvic acid was significantly decreased in the liver of *akr1a1a^−/−^* adults, *n* = 5. P) PFK activity reduced significantly in the liver of *akr1a1a^−/−^* adults. For statistical analysis Student's *t*‐test was applied. *p < 0.05. **p < 0.01. ***p < 0.001. NS, not significant.

To explore the potential leading cause for impaired glucose homeostasis in *akr1a1a^−/−^* mutants, *preproinsulin* (*insa*), and *insulin receptor* (*insra, insrb*) mRNA expression levels were analyzed by RT‐qPCR. Since *akr1a1a* has been seen expressed mostly in liver (Figure 1D), larvae and liver were chosen as target organs. Meanwhile, potential substrates for Akr1a1a including ACR, glyoxal and methylglyoxal were measured accordingly. Intriguingly, *insa*, the main insulin‐encoding gene involved in glucose homeostasis regulation in zebrafish, was unaltered in *akr1a1a^−/−^* larvae, but *insra* and *insrb* mRNA reduced significantly in *akr1a1a^−/−^* larvae at 5 dpf (Figure 4D–F). Moreover, reduced *insrb* mRNA expression, and decreased *insra* mRNA expression tendency was also found in adult *akr1a1a^−/−^* livers, suggesting reduced *insra/insrb* expression as the cause for impaired glucose homeostasis and altered insulin signaling transduction in *akr1a1a* mutants (Figure 4G,H). Importantly, accumulated protein‐bound ACR in larvae and livers, but not glyoxal and methylglyoxal, was identified in *akr1a1a^−/−^* mutants (Figure 4I–L). In addition, decreased AKR activity by utilizing ACR as substrate was observed in *akr1a1a^−/−^* larvae proving Akr1a1a as a main metabolizing enzyme for ACR in zebrafish (Figure 4M). Furthermore, the decline of phosphorylated p70S6K and pyruvic acid confirmed impaired glucose homeostasis and hinted the existence of insulin resistance in *akr1a1a^−/−^* livers (Figure 4N,O). However, expression of important glycolytic enzymes, such as *phosphofructokinase* (*pfk*) and *hexokinase* (*hk1*) were not altered while *pyruvate kinase* (*pk*) was increased in *akr1a1a^−/−^* livers (Figure S5A, Supporting Information). In addition to the expression analysis, enzyme activity determination was also performed for phosphofructokinase (PFK), pyruvate kinase (PK), and glucokinase (GK). The results indicated that PFK activity but not PK and HK, decreased significantly in livers of mutants suggesting glycolysis procedure is also partially influenced after Akr1a1a knockout (Figure 4P; Figure S5B,C, Supporting Information).

Last, different from previous studies regarding Akr1a1b,^[^ ^26^ ^]^ the entirely loss of Akr1a1a did not up‐regulate S‐nitrosylated proteins (Figure S6, Supporting Information). At the meantime, *akr1a1b^−/−^* mutants displayed unaltered *insra/insrb* mRNA expression, internal ACR level and normal hyaloid vasculature (Figures S7,S8, Supporting Information). All these evidence suggest that zebrafish Akr1a1a is not the functional homologue to zebrafish Akr1a1b and mouse Akr1a1 in regualting S‐Nitrosylation.^[^ ^34^ ^]^ Meanwhile, Glo1 and ALDH enzyme activities were also determined since these two enzyme systems exert similar functions as the AKR enzyme system in detoxifying RCS metabolites and AGEs precursors. However, Glo1 and ALDH enzyme activity kept unchanged in *akr1a1a^−/−^* larvae compared to *akr1a1a^+/+^* larvae at 4 dpf suggesting Glo1 and ALDH enzyme systems are not able to detoxify accumulated ACR in zebrafish (Figure S9A,B, Supporting Information).

### 2.5 *Insra/insrb* Expression Silencing Induced an Angiogenic Hyaloid Vasculature and Impaired Glucose Homeostasis in Zebrafish Larvae

In order to address whether down‐regulated *insra/insrb* expression resulted in glucose homeostasis impairment and were responsible for the angiogenic phenotypes appearing in *akr1a1a^−/−^* zebrafish, *insra* and *insrb* morpholinos (SB‐*insra*‐MO, SB‐*insrb*‐MO) were designed and used as tools to transiently and partially silence *insra* and *insrb* expression by antisense approach. SB‐*insra*‐MO and SB‐*insrb*‐MO target exon3‐intron3 and exon7‐intron7 junctions of *insra/insrb*, respectively (Figure S10A, Supporting Information). Two nanograms of morpholinos were injected into the one‐cell stage of wild‐type zebrafish embryos. The efficiency of morpholinos was validated by RT‐PCR, which showed decreased wild type *insra/insrb* and the elevated expression of morphant *insra/insrb* upon SB‐*insra*‐MO and SB‐*insrb*‐MO injection (Figure S10B, Supporting Information). Hyaloid vasculature was then analyzed after *insra/insrb* morpholino injection. Interestingly, similar to *akr1a1a^−/−^* larvae, either *insra* or *insrb* silencing could lead to alterations in wild type larvae's hyaloid vasculature (**Figure** **5**A–C). Besides, whole‐body glucose increased significantly in both *insra/insrb* silencing groups at 5 dpf (Figure 5D). In addition, AKR enzyme activity was determined in *insra/insrb* morphants. It turned out that by taking common substrate, DL‐Glyceraldehyde, AKR activity did not show a detectable alteration while it displayed a decline in both morphants by using ACR as substrate (Figure S11, Supporting Information). To sum up, these data indicated the downregulation of *insra* and *insrb* resulting from permanent loss of Akr1a1a induced imbalanced glucose homeostasis and alterations in the hyaloid vasculature. Besides, partial loss of *insra* and *insrb* gene expression may lead to impaired ACR detoxifying capability of AKR enzyme.

**Figure 5:**
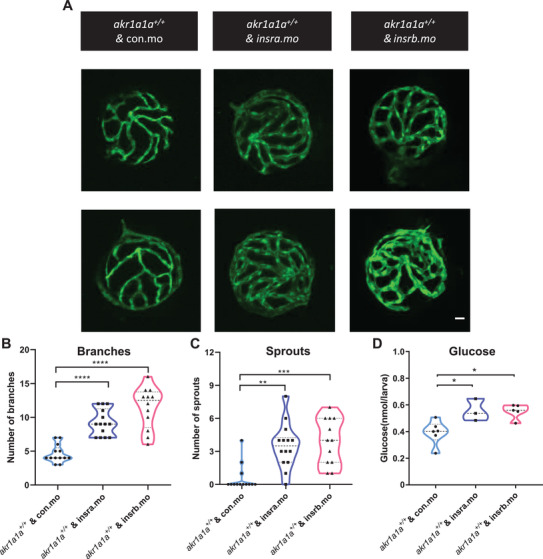
*insra/insrb expression* silencing induced vascular alterations and caused higher glucose level at 5 dpf. A) Representative confocal images of hyaloid vasculature. White scale bar: 20 µm. B,C) Quantification of hyaloid vasculature showed significant increasing numbers of branches and sprouts in larvae upon *insra/insrb* silencing at 5 dpf. *n* = 12–14. D) Whole‐body glucose measurement showed higher glucose level in *akr1a1a1^+/+^* larvae upon *insra/insrb* silencing at 5 dpf. *n* = 3–6 clutches with 20 larvae. For statistical analysis one‐way ANOVA followed by Tukey's multiple comparisons test was applied. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.6 ACR Caused Angiogenic Alterations in Hyaloid Vasculature and Impaired Glucose Homeostasis via Reducing *insra/insrb* mRNA Expression

To test the hypothesis if ACR is the missing connection between the declined *insra/insrb* mRNA expression and the loss of Akr1a1a, wild‐type larvae were incubated with exogenous ACR from 1 dpf to 5 dpf. 10 µm was selected as working concentration, since zebrafish exhibited stable survival rate and normal morphology after treatment (Figure S12, Supporting Information). Morphology of hyaloid vasculature was analyzed afterward. Interestingly, more branches were observed in the hyaloid vasculatures after the ACR treatment (**Figure** **6**A–C). Further experiments with ACR intervention showed that treated larvae had normal expression level of *insa* mRNA (Figure 6D), significantly elevated whole‐body glucose (Figure 6E), but less expressed *insra/insrb* mRNA (Figure 6F,G) in contrast to the larvae without treatment, which recapitulates the discoveries in *akr1a1a^−/−^* larvae (Figure 2B).

**Figure 6:**
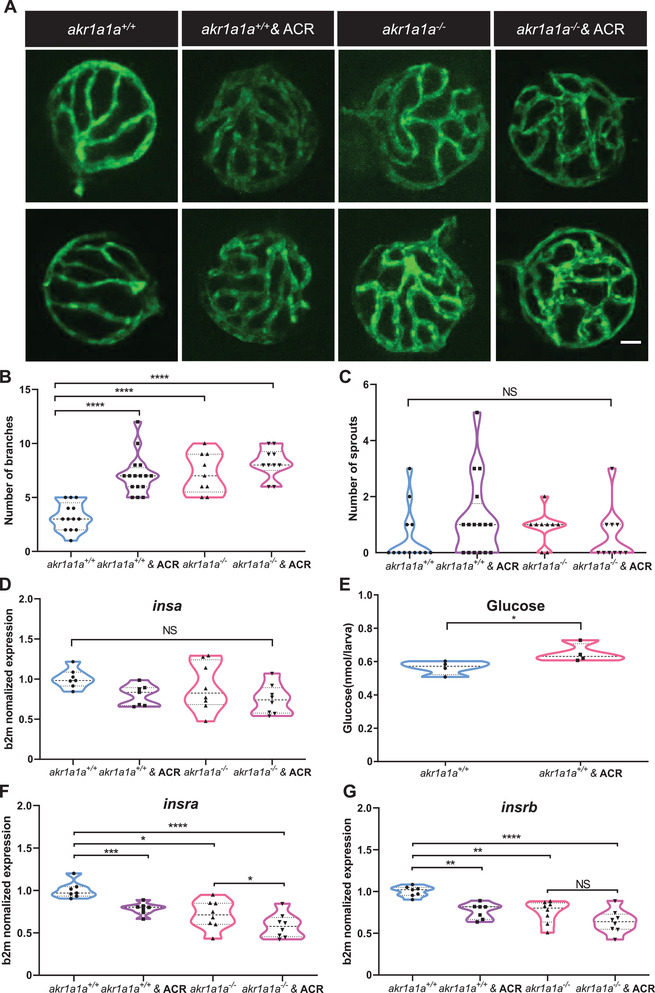
ACR induced alterations on retinal hyaloid vasculature and downregulation of *insra/insrb* mRNA expression at 5dpf. A) Representative confocal images of hyaloid vasculature. White scale bar: 20 µm. B,C) Quantification of hyaloid vasculature showed significant increasing numbers of branches in *akr1a1a1^+/+^* larvae incubated with 10 µm ACR. *n* = 13–16. White scale bar = 20 µm. D) *Insa* mRNA expression was unaltered in *akr1a1a1^+/+^* larvae upon ACR treatment. *n* = 7 clutches with 30 larvae. E) Whole‐body glucose measurement showed higher glucose level in *akr1a1a1^+/+^* larvae upon 10 µm ACR treatment at 5dpf. *n* = 4 clutches with 20 larvae. F,G) Both *insra* and *insrb* showed declined mRNA expression level in *akr1a1a1^+/+^* larvae upon 10 µm ACR treatment. *n* = 7 clutches with 30 larvae. For statistical analysis Student's *t*‐test was applied. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. NS, not significant.

Additionally, in order to understand how the ACR exerts its functions at the transcriptome level, we performed full genome RNA‐Seq on larvae with or without ACR treatment. 

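The treated group consisted of 6 samples of *akr1a1a+/+* larvae given acrolein (ACR), a reactive aldehyde that forms adducts with proteins. They were compared with the same 6 untreated *akr1a1a+/+* samples as the *akr1a1a-/-* larvae. The paper's methods give 10 µM ACR from 24 hpf, and RNA was isolated at 120 hpf. The labels of the samples state no dose, and the paper gives no number of larvae per clutch for this group in its RNA-Seq. Total counts ranged from 20001894 to 20362335 per treated sample, with a median of 20097934. Replicates 1 to 3 of the treated samples were sequenced on lane 2, as were all untreated samples, and replicates 4 to 6 on lane 3. Untreated and treated samples with the same number deviated together from their group means, with a mean correlation across 23223 genes of 0.445 over the 6 pairs, against −0.089 for other pairs. Results with the replicate number as a block are therefore given beside those without it. akr1a1a had 3.35 ± 0.33 CPM (SD, n = 6) in the treated samples, a log2 fold change of 0.15 (adjusted p = 0.935 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
At an adjusted p under 0.05 from this test, 6 of the 23223 genes differed and all 6 were higher after ACR treatment, while 1259 genes had an unadjusted p under 0.05. With the replicate block 32 genes passed, 25 higher and 7 lower, and these included the 6. A block fit restricted to the 12 untreated and treated samples, chosen after seeing the data, moved the number most, to 137 genes with 99 higher and 38 lower. Within lanes, the 3 treated samples of lane 2 gave 13 genes against all untreated samples, and the 3 of lane 3, which shared no lane with the untreated samples, gave 0 genes, with 708 at an unadjusted p under 0.05. On the first principal component of all 18 samples, treated samples had a mean score of −21.8 ± 3.60 (SD, n = 6) and untreated samples of −20.9 ± 4.31 (SD, n = 6), and no difference was detected without regard to pairs (exact two-sided permutation test, p = 0.671). Within same-numbered pairs, the treated sample was lower in 5 of 6, by a mean difference of −0.98 ± 1.00 (SD, n = 6 pairs), which did not pass 0.05 (exact two-sided test over all changes of sign, p = 0.0625, where the smallest possible is 0.0313).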

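After ACR treatment, the insulin receptor signaling set had a normalized enrichment score of −2.07 (adjusted p = 1.84e-06, fgsea) without the replicate block and −2.03 (adjusted p = 2.06e-06) with it. The MAPK cascade scored −1.58 (adjusted p = 0.000756) and, with the block, −1.62 (adjusted p = 0.000474). The receptor tyrosine kinases scored −2.29 (adjusted p = 1.89e-07) and −2.30 (adjusted p = 1.32e-07), and the protein kinases −1.67 (adjusted p = 1.89e-07) and −1.77 (adjusted p = 3.94e-09). Lower genes made up 69 of 102 in the insulin receptor signaling set, 94 of 138 in the MAPK cascade, 58 of 75 receptor tyrosine kinases and 276 of 459 protein kinases, against 49.6% of all genes tested. The shifts were small, with median log2 fold changes of −0.03, −0.03, −0.06 and −0.02 in the same order. In the insulin receptor signaling set, 0 genes had an adjusted p under 0.05 with or without the block, and 8 had an unadjusted p under 0.05. Within lanes, the insulin receptor signaling score was −2.23 (adjusted p = 8.44e-08) with the treated samples of lane 2 and −1.44 (adjusted p = 0.0232) with those of lane 3. The MAPK cascade did not pass with lane 3 alone (−1.14, adjusted p = 0.197). Of the 32 divisions of these 12 samples that part all same-numbered pairs, only the real one reached its score for insulin receptor signaling, while 3 did for the MAPK cascade, 5 for receptor tyrosine kinases and 2 for protein kinases. All others as extreme kept 4 or 5 of the 6 samples of each group together.
INSR (ENSDARG00000011948) had 86.7 ± 3.37 CPM (SD, n = 6) in treated larvae, a log2 fold change of −0.14 against untreated larvae. It was lower in all 6 pairs. The difference between the group means, without regard to pairs, had a p of 0.0022 (exact two-sided permutation test), but the gene had an adjusted p of 0.847 over all genes from edgeR's quasi-likelihood test. The second gene with this symbol, INSR (ENSDARG00000071524), had 36.8 ± 3.62 CPM in untreated, 33.4 ± 2.56 CPM in *akr1a1a-/-* and 34.2 ± 4.01 CPM in treated larvae (SD, n = 6 each). Its log2 fold changes were −0.14 (adjusted p = 0.237) in *akr1a1a-/-* and −0.11 (adjusted p = 0.930) in treated larvae.

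**Figure D2:**
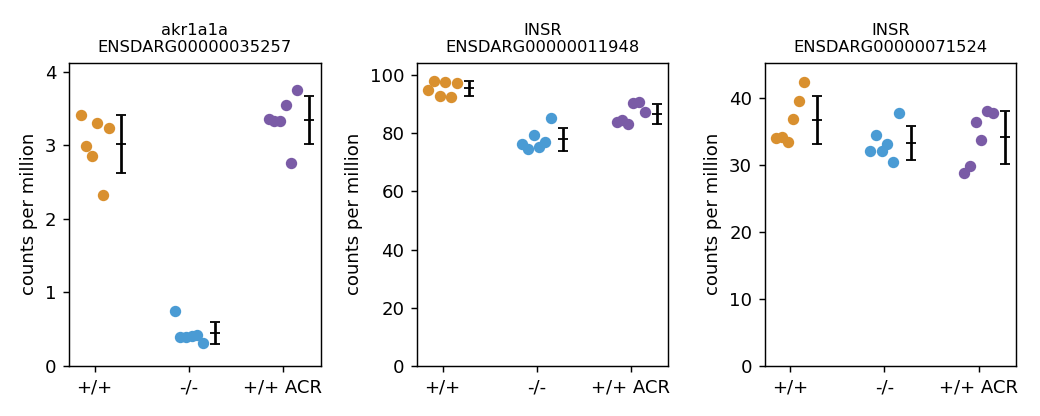
Levels in CPM (vertical axes, from 0) of akr1a1a and of the genes named INSR in each of 6 untreated (+/+), 6 mutant (-/-) and 6 ACR-treated (+/+ ACR) samples, with the mean and SD of each group beside the points. akr1a1a is at 0.44 CPM in mutant and 3.35 CPM in ACR-treated larvae on average, and INSR (ENSDARG00000011948) at 78.0 and 86.7 CPM, against 95.5 CPM in untreated larvae.

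Of the 102 insulin receptor signaling genes, 58 were lower and 20 were higher in both *akr1a1a-/-* and ACR-treated larvae. Of the 18 genes that passed in *akr1a1a-/-* larvae, 15 were lower in both. Across the 102 genes, the log2 fold changes of the comparisons correlated at 0.56. Both comparisons use the same untreated samples, which alone makes their fold changes correlate. No form with separate untreated samples was run for this set, so the part of the shared samples in these values is open. Over all 23223 genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson correlation of 0.135. It was 0.465 with the lane covariate, but both comparisons then also share the ACR-treated samples of lane 2. Such sharing alone raises the value, so it is no further measure of resemblance. Over the 20 ways of giving each comparison its own 3 untreated samples, the correlation was on average −0.039 with all treated samples. Those deviate together with the untreated samples of the same number. With only the treated samples numbered as their untreated samples, the correlation was on average 0.033, a form chosen after the results had been seen. In a direct comparison, 3194 genes differed between *akr1a1a-/-* and ACR-treated larvae at an adjusted p under 0.05. The paper states that the decrease of the insulin receptor and downstream pathways after ACR treatment resembles its findings in *akr1a1a-/-* larvae. That statement concerns these pathways and not all genes.

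**Figure D3:**
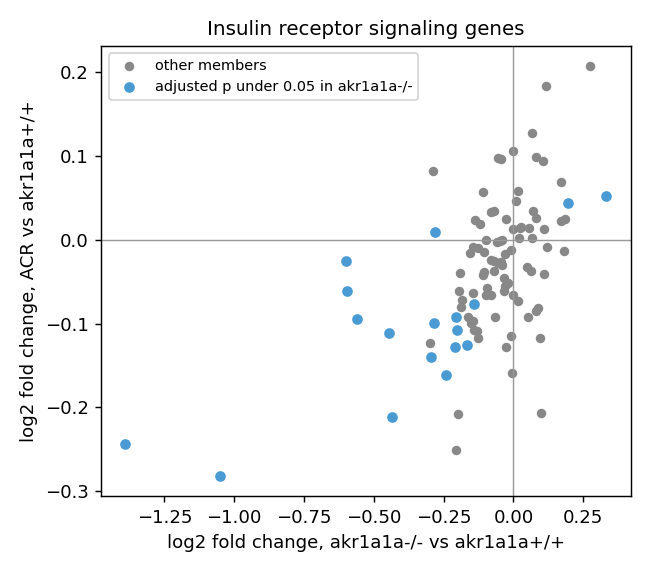
Log2 fold change in *akr1a1a-/-* larvae (horizontal axis) against log2 fold change in ACR-treated larvae (vertical axis) for the 102 insulin receptor signaling genes, both relative to the same untreated samples. Each point is a gene, blue points are the 18 genes with an adjusted p under 0.05 in *akr1a1a-/-* larvae, and 58 genes lie at the lower left of both zero lines.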

Importantly, the insulin receptor and downstream signaling pathways including MAPK, signal transduction by protein phosphorylation and transmembrane receptor protein tyrosine kinase signaling pathway were also down‐regulated (**Figure** **7**A–E), which resemble the earlier findings in *akr1a1a^−/−^* larvae (Figure 3). Furthermore, since AKT/PKB is one of the crucial downstream proteins and is phosphorylated upon insulin‐induced signaling transduction, phosphorylation of AKT/PKB was determined in both *akr1a1a^+/+^ and akr1a1a^−/−^* larvae and in conditions after ACR treatment. The results showed that AKT/PKB expression is increased but phosphorylated AKT/PKB is significantly decreased in *akr1a1a^−/−^* larvae compared to *akr1a1a^+/+^* controls. In contrast to *akr1a1a^+/+^* control larvae, the ACR treated larvae displayed unchanging total AKT/PKB but decreasing tendency for phosphorylated AKT/PKB (Figure 7G,H).

**Figure 7:**
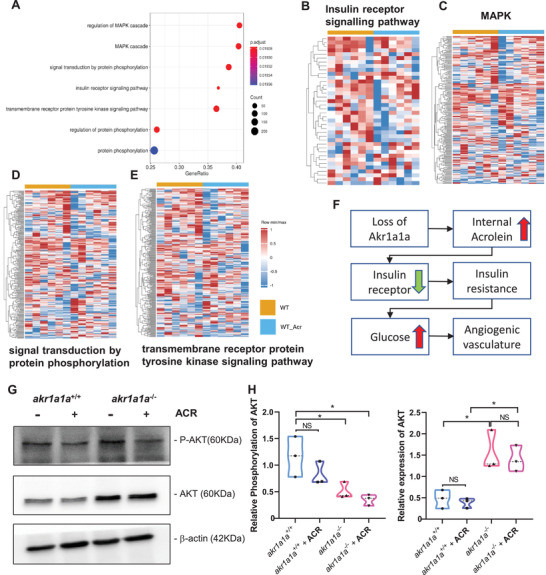
Down‐regulated insulin receptor signaling pathways in *akr1a1a^+/+^* zebrafish larvae upon ACR treatment. A) Bubble plot showed the significantly down‐regulated biological pathways between *akr1a1a^+/+^* and *akr1a1a^+/+^* zebrafish larvae after ACR treatment at 5dpf via KEGG and GOBP analysis. Heatmaps showed relative mRNA expression in B) insulin receptor signaling pathways, C) MAPK, D) signal transduction by protein phosphorylation, and E) transmembrane receptor protein tyrosine kinase signaling pathway was down‐regulated significantly in *akr1a1a^+/+^* zebrafish larvae after ACR treatment. Higher and lower expression is displayed in red and blue, respectively. F) Concise mechanism flow chart showed the consequence of defective ACR detoxification after Akr1a1a loss. G) Representative Western blot shows total AKT and phosphorylated AKT level in different groups. H) Quantification of AKT phosphorylation and total AKT expression in *akr1a1a^+/+^* and *akr1a1a^−/−^* zebrafish larvae treated with ACR. GESA, gene set enrichment analysis. KEGG, Kyoto encyclopedia of gene and genomes. GOBP, gene ontology biological processes. For statistical analysis one‐way ANOVA followed by Tukey's multiple comparisons test was applied. *p < 0.05. NS, not significant.

All above data indicated that ACR directly leads to an impaired insulin receptor signaling and disrupts glucose homeostasis. Moreover, accumulated and non‐detoxified internal ACR after the loss of *akr1a1a* is responsible for the impaired glucose homeostasis and altered hyaloid vasculature in *akr1a1a^−/−^* mutants (Figures 2, 6).

### 2.7 Angiogenic Alterations in Hyaloid Vasculature Caused by ACR Can Be Rescued by l‐Carnosine and PK11195

ACR has been reported as a toxic antioxidant that can cause alterations in various tissues, but whether the alterations in hyaloid vasculature result from reduced *insra/insrb* expression or by ACR directly remains unknown. Therefore, RCS scavenger–l‐carnosine, which forms carnosine‐ACR Michael adducts,^[^ ^35^ ^]^ and hypoglycemic drug PK11195 were selected for the co‐incubation experiment on wild type larvae with ACR. Surprisingly, both l‐carnosine and PK11195 could reverse the alterations in hyaloid vasculature, suggesting ACR leads to alterations in hyaloid vasculature via altered glucose homeostasis instead of direct toxic effects caused by itself (**Figure** **8**). Moreover, the same rescue experiments were also processed in *akr1a1a^−/−^* larvae in which the normalized hyaloid vasculature were observed after the treatment with l‐carnosine and PK11195 (Figure S13, Supporting Information). To sum up, successful reversion of the hyaloid phenotypes by applying hypoglycemic drug and ACR‐scavenger implies that these drugs are potential candidates for treating ACR‐induced vascular alterations.

**Figure 8:**
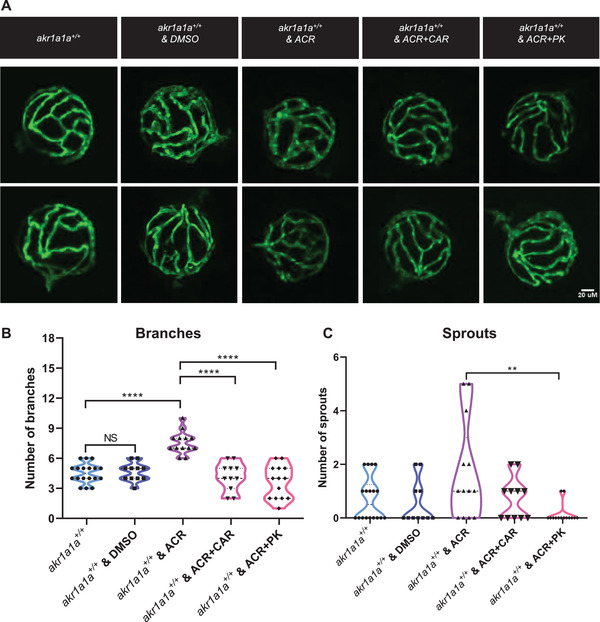
Carnosine and PK11195 can alleviate the effects caused by ACR on retinal hyaloid vasculature at 5 dpf. A) Representative confocal images of hyaloid vasculature. White scale bar: 20 µm. B) Quantification of hyaloid vasculature showed significant increasing numbers of branches in *akr1a1a1^+/+^* larvae incubated with 10 µm ACR but rescued by carnosine (dissolved in egg water) and PK11195 (dissolved in DMSO) at 5 dpf, *n* = 11–18. For statistical analysis one‐way ANOVA followed by Tukey's multiple comparisons test was applied. **p < 0.01, ****p < 0.001. NS, not significant. DMSO, dimethylsulfoxide. CAR, carnosine. PK, PK11195.

## 3 Discussion

In this study, we established an Akr1a1a knockout zebrafish model with increased endogenous ACR concentrations for the first time. The further study proved impaired ACR detoxification and increased internal ACR concentration due to Akr1a1a loss induces insulin resistance and impaired glucose homeostasis and subsequently caused abnormal angiogenesis in the hyaloid vasculature in larvae and resulted in angiogenic retina vessels and GBM thickening in adults.

Type 2 diabetes (T2DM) is considered the primary subtype of diabetes, which occupies vast amounts of cases and is characterized by insulin resistance.^[^ ^2^, ^36^ ^]^ With this, finding out the initial trigger leading to insulin resistance becomes more and more essential. More importantly, a better understanding of the drivers in the proceeding procedure of insulin resistance may help diagnose and prevent T2DM early and provide new insight into promising therapeutic approaches. Up to now, several risk factors such as accumulation of ectopic lipid metabolites, activation of the unfolded protein response pathway, and innate immune pathways have been identified as potential pathological pathways of insulin resistance.^[^ ^37^, ^38^ ^]^ Nevertheless, the molecules by which such pathways cause the onset of insulin resistance remained unclear.

To date, MG, a hazardous reactive metabolite, has been identified as the main precursor of advanced glycation end products (AGEs) which is strongly linked to the development of insulin resistance and microvascular complications,^[^ ^9^, ^39^, ^40^, ^41^ ^]^ but a limited number of studies have reported if ACR is involved in the onset of insulin resistance and diabetic complications. Our work in zebrafish firmly supports an elevated endogenous ACR leads to hyperglycemia, identifying a new metabolic intermediate related to diabetes. In zebrafish, we found excess ACR due to the loss of Akr1a1a enzyme system inhibited the expression of insulin receptor a and b, disrupted insulin signaling transduction, and finally resulted in impaired glucose homeostasis and diabetic organ damage. Besides, this study offers a novel animal model with high internal ACR and brings the possibility and convenience for studying physiological functions of ACR in vivo.

ACR is recognized as a side‐product and appears accompanied by diabetic retinopathy and nephropathy due to the disordered lipid peroxidation.^[^ ^11^, ^14^, ^42^ ^]^ This was also observed in our results which exhibited angiogenic retina vessels and thickening GBM in *akr1a1a* mutants consistent with early pathological alterations in diabetic retinopathy and nephropathy.^[^ ^43^, ^44^ ^]^ This raised the hypothesis, whether ACR is the marker or the maker of hyperglycemia and diabetic complications. To address this question, a known hypoglycemic drug PK11195 and ACR scavenger l‐carnosine were utilized to determine if neutralizing ACR or decreasing the glucose level can impede the ACR leading effects. Intriguingly, ACR‐induced hyaloid angiogenic alterations can be reversed by either anti‐hyperglycemic or anti‐ACR treatment. The data now afford several important implications. First, it suggests Akr1a1a as a principle enzyme to detoxify ACR in zebrafish and AKR family is involved in glucose metabolism and diabetes. Second, it implies the accumulated ACR as the upstream metabolite triggering organic alterations via adjusting glucose homeostasis. Last, in addition to being an escort of diabetic complications, this study identified ACR, at least in zebrafish, as an effective inducer causing insulin resistance and diabetic complications, providing a new therapeutic target for diabetic complications treatment.

In clinical studies, elevated free‐state ACR or ACR‐adducts have been identified as distinct features in patients with diabetes and diabetic complications. It was found that ACR‐lysine adduct (FDP‐lysine) accumulated in both type 1 and type 2 diabetic patients’ urine and even more in diabetic patients with microalbuminuria.^[^ ^18^, ^19^ ^]^ Additionally, in end‐stage renal disease, the FDP‐lysine level of those patients with type 2 diabetes was significantly higher than the non‐DM group,^[^ ^21^ ^]^ which implies FDP‐lysine has a strong connection with diabetic nephropathy. Furthermore, it was suggested that FDP‐lysine level could be utilized as a biomarker for the severity of diabetic retinopathy.^[^ ^22^ ^]^ However, the crucial role of ACR in the onset of T2DM required further investigations. Based on our study, it would be a promising strategy to dynamically monitor endogenous ACR concentration in clinics for filtering the people with the pre‐diabetic state, early diagnosing patients with insulin resistance, and improving long‐term prognosis. Lastly, this study also affords an alternative strategy for diabetes treatment. General therapy applying hypoglycaemic agents and insulin sensitizer require patients to take medications for their whole life to achieve ideal and stable glucose control.^[^ ^45^, ^46^ ^]^ Whether it would be practical to treat diabetes and diabetic complications by using ACR scavenger, such as carnosine, deserves further study.

Although this study successfully illustrated ACR elevation contributes to impaired glucose homeostasis, there are some limitations. First, although it has been confirmed that ACR cause reduced *insra/insrb* expression, the detailed mechanism remained unknown. Second, whether the impaired glycolysis appearing in *akr1a1a^−/−^* adults caused by reduced PFK activity results from insulin resistance or partially caused by accumulated internal ACR is still controversial. Finally, clinical studies are more than essential to determine the sensitivity and specificity of ACR in predicting insulin resistance and pre‐diabetic state.

In conclusion, this study provided patent evidence for the contribution of poor ACR detoxification and subsequently increased ACR concentration to the development of impaired glucose homeostasis via insulin receptor signaling dysfunction in *akr1a1a* mutants, providing a novel direction for future research regarding diabetic pathophysiology and therapy.

## 4 Experimental Section

### Zebrafish Husbandry and Zebrafish Lines

Zebrafish lines, *Tg(fli1:EGFP)* was raised and staged as described under standard husbandry environment.^[^ ^33^, ^47^ ^]^ Embryos/larvae were kept in E3 media at 28.5 °C with/without PTU (2.5 mL in 25 mL) to suppress pigmentation formation. Adult zebrafish were kept under 13 h light/11 h dark cycle and fed with living shrimps in the morning and fish flake food in the afternoon. All experimental interventions on animals were approved by the local government authority, Regierungspräsidium Karlsruhe and by Medical Faculty Mannheim (license no: G‐98/15 and I‐19/02) and carried out in accordance with the approved guidelines. Age of adult male zebrafish was from 9 to 16 months. Both sexes were only included for the blood glucose measurements and RT‐qPCR.

### Mutant Generation

The CRISPR target site for *akr1a1a* was identified and selected using ZiFiT Targeter 4.1. The *akr1a1a*‐CRISPR oligonucleotides were synthesized by Sigma‐Aldrich. The oligonucleotides were cloned into the pT7‐gRNA plasmid (Addgene). BamHI‐HF (Biolabs) was used for linearization. Cas9 mRNA was synthesized from pT3TS plasmid (Addgene) after linearizing with XbaI (Biolabs). Plasmids were purified with a PCR purification kit (Qiagen). CRISPR gRNA in vitro transcription was done by the T7 MEGAshortscript kit and mMESSAGE MACHINE T3 kit for Cas9 mRNA (Invitrogen). Purification of RNA after TURBO DNAse treatment was done with the MiRNeasy Mini (gRNA) and RNeasy Mini (Cas9 mRNA) kits (Qiagen). *Akr1a1a* gRNA and Cas9 mRNA (150pg nL^−1^) was mixed with KCl (0.1 m). The RNA mixture (1 nL) was injected directly into one‐cell embryos. For genotyping, PCR‐products of genomic DNA were used for Sanger sequencing (Table S1, Supporting Information).

### Morpholinos

Morpholinos including SB‐*insra*‐MO, SB‐*insrb*‐MO, and Control‐MO (Table S2, Supporting Information) were designed and produced by GENE TOOLS, LLC. All morpholinos were diluted to 2 µg µL^−1^ with 0.1 m KCl. One nanoliter of morpholino was injected into the yolk sack of one‐cell stage of the embryos as previously described.^[^ ^48^ ^]^ Morpholinos and the genotyping primers for zebrafish *insra/insrb* morpholinos are listed in Table S3, Supporting Information.

### Antibody Generation

For Akr1a1a antibody generation, peptide (RLIESFNRNERFII‐C) was designed, synthesized, and coupled to KLH (Keyhole Limpet Hemocyanin) by PSL GmbH, Heidelberg, Germany and subsequently injected into guinea pigs for immunization following standard procedures from GPCF Unit Antibodies, DKFZ Heidelberg, Germany.

### Western Blot Analysis

For western blot analysis, larvae/adult organs were taken and incubated for 10 min with 2 mm Natrium‐Vanadate in 1× PBS on ice to inhibit phosphatases and then lysed in NP40 lysis buffer (150 mmol L^−1^ NaCl, 50 mmol L^−1^ Tris‐HCl, pH 7.4, 1% NP40, 10 mmol L^−1^ EDTA, 10% glycerol, and protease inhibitors), followed by homogenization with TissueLyser II (Qiagen) and incubation on ice for 30 min on a shaker. The supernatant containing the protein lysate was diluted 5:1 with Laemmli sample buffer and boiled at 95 °C for 5 min, separated via SDS‐PAGE, and then transferred to a nitrocellulose membrane for antibody incubation (anti‐Akr 1a1a antibody 1:1000, anti‐Actin antibody A2228 from Sigma‐Aldrich, 1:1000, AKT antibody 9272S from CST, 1:1000, P‐AKT antibody 4060P from CST, 1:1000), secondary HRP‐conjugated antibodies 1:1000 (for *β*‐actin: rabbit anti‐goat, P0160, Dako; for Akr1a1a: goat anti‐guinea pig, ABIN101281, antibodies‐online.com, for P‐AKT and AKT, Goat anti‐Rabbit, P0448, Dako). Visualization by enhanced chemiluminescence (ECL) was acquired after incubation with HRP (Horseradish Peroxidase) substrate.

### Preparation of Adult Zebrafish and Blood Glucose Measurement

Adult zebrafish were transferred into single boxes one day before and fasted overnight. Sixteen hours later, fish were tested directly or fed with 0.5 g flake food for 1 h followed by refreshing water and 1 h postprandial experiment. Afterward, fishes were euthanized with 0.025% tricaine until the operculum movement disappeared entirely. Then blood was extracted from caudal vessels and blood glucose was measured by a glucometer. Later on, fishes were sacrificed and transferred into experimental platform covered with ice‐cold PBS. Organs were isolated, weighed, snap frozen in liquid nitrogen and stored at −80 °C for metabolomics, RT‐qPCR and ELISA analysis. Age of adult zebrafish was from 10 to 12 months. The whole fish head was transferred into 4% PFA/PBS for 24 h at 4 °C for further retinal vasculature analysis.

### Microscopy and Analysis of Vascular Alterations in Larvae and Adults

For imaging of the zebrafish retinal hyaloid vasculature, *Tg(fli1: EGFP)* larvae were anesthetized in 0.0003% tricaine at 120 hpf, and fixed in 4% PFA/PBS overnight at 4 °C. Fixed larvae were washed three times for 10 min per time in double distilled water (ddH_2_O) and incubated for 90 min at 37 °C in 0.5% Trypsin/EDTA solution (25200‐056, Gibco) buffered with 0.1 m TRIS (Nr. 4855.3, Roth) dilution and adjusted to pH 7.8 with 1 m HCl solution. Larval hyaloid vasculature was dissected under a stereoscope and displayed in PBS for visualization according to Jung's protocol.^[^ ^49^ ^]^ Confocal images for phenotype evaluation were acquired using a confocal microscope (DM6000 B) with a scanner (Leica TCS SP5 DS) utilizing a 20 × 0.7 objective, 1024 × 1024 pixels, 0.5 µm Z‐steps. Vascular cross points of blood vessels were regarded as “branches” and small new blood vessels were counted and addressed as “sprouts” within the circumference of the hyaloid per sample.

For imaging of the zebrafish adult retinal vasculature, retina dissection and analysis were performed as recently described.^[^ ^50^ ^]^ In brief, PFA fixed heads from adult zebrafish were transferred to agarose platform covered with 1× PBS and eyes were removed from the head as the first step. Retina was detached from eye and washed twice with 1× PBS. Washed retina was immersed in mounting media and covered with a cover slide. Images were taken by using DM6000 B confocal microscope with Leica TCS SP5 DS scanner. Parameter: 600 Hz, 1024 × 1024 pixels and 1.5 µm thick of z‐stacks were utilized. Quantification of branch points and sprouts was performed by using GIMP and ImageJ in squares of 350 × 350 µm^2^.

### Analysis of Kidney Morphology

Kidneys for EM study were fixed for at least 2 h at room temperature in 3% glutaraldehyde solution in 0.1 m cacodylate buffer pH 7.4, cut into pieces of ≈1 mm^3^, washed in buffer, post fixed for 1 h at 4 °C in 1% aqueous osimium tetroxide, rinsed in water, dehydrated through graded ethanol solutions, transferred into propylene oxide, and embedded in epoxy resin (glycidether 100). Semithin and ultrathin sections were cut with an ultramicrotome (Reichert Ultracut E). Semithin sections of 1 µm were stained with methylene blue. 60–80 nm ultrathin sections were treated with uranyl acetate and lead citrate, and examined with an electron microscope JEM 1400 equipped with a 2K TVIPS CCD Camera TemCam F216. Kidneys were fixed in 10% buffered formalin for Periodic acid‐Schiff staining, removed, routinely embedded in paraffin, and cut into 4 µm‐thick sections. For quantification of GBM on EM sections, up to 15 images were analyzed per genotype.

### Pharmacological Treatment of Zebrafish Embryos/Larvae

Fertilized zebrafish embryos were transferred into 6‐well plate, around 30 embryos per well with 5 mL eggwater. At 24 hpf the chorion of zebrafish embryos was removed using sharp tweezers and 0003% PTU was added to the eggwater. For ACR intervention and rescue experiments, 10 µm ACR (S‐11030F1; CHEM SERVICE), 10 µm PK11195 (C0424; Sigma‐Aldrich), 10 mm l‐Carnosine (C9625; Sigma‐Aldrich) treatments were started from 24 hpf and continued until the end. Medium was refreshed daily.

### Whole‐Body Glucose Determination in Zebrafish Larvae

Zebrafish larvae were collected at 5 dpf and snap frozen. Approximately 20–25 larvae per clutch were homogenized in glucose assay buffer by the ultrasonic homogenizer, 90% intensity, and 15 s for 2 times. Glucose content was determined according to manufacturer's instruction (Glucose Assay Kit, CBA086, Sigma‐Aldrich).

### ACR Determination in Zebrafish Larvae and Liver

Zebrafish larvae at 96 hpf and adults’ liver were collected and snap frozen. Approximately 40–50 larvae per clutch were homogenized in 1× PBS with by the ultrasonic homogenizer, 90% intensity, 15 s for 2 times. Protein‐bound ACR was determined according to manufacturer's instruction (Acrolein ELISA Kit, MBS7213206, MyBioSource Inc).

### Enzyme Activity Assay

At 96 hpf, around 50 zebrafish larvae per measurement were anaesthetized with 0.003% tricaine and snap frozen. ALDH activity was assayed at 25 °C in 75 mm Tris‐HCl (pH 9.5) containing 10 mm DL‐2‐ amino‐1propanol, 0.5 mm NADP, and 2 mm MG by measuring the rate of NADP formation at 340 nm. Glo1‐activity was determined spectrophotometrically monitoring the change in absorbance at 235 nm caused by the formation of S‐D‐lactoylglutathione. AKR activity was determined by measuring the rate of reduction of NADPH at 340 nm, pH 7.0, and 25 °C. The assay mixture contained 100 mm potassium phosphate, 10 mm DL‐Glyceraldehyde/5 mm ACR, and 0.1 mm NADPH. The glucokinase activity was determined based upon the reduction of NAD through a coupled reaction with glucose‐6‐phosphate dehydrogenase and was measured spectrophotometrically by the increase in absorbance at 340 nm.^[^ ^51^ ^]^ The phosphofructoskinase activity assay was based upon the oxidation of NADH through a coupled reaction with aldolase, triosephosphate isomerase, and glyceraldehyde‐3‐phosphate dehydrogenase. Activity was determined by measuring the decrease in absorbance at 340 nm.^[^ ^52^ ^]^ The pyruvatekinase activity assay was based upon the oxidation of NADH through a coupled reaction with l‐lactic dehydrogenase and was determined spectrophotometrically by increase the decrease in absorbance at 340 nm.^[^ ^53^ ^]^

### Detection of S‐Nitrosylation

S‐Nitrosylation was detected by using the Biotin Switch Assay Kit (Abcam, ab236207) as described previously.^[^ ^26^ ^]^

### MG and Glyoxal Measurement

At 96 hpf, around 50 zebrafish larvae per measurement were anaesthetized with 0.003% tricaine and snap frozen. MG and glyoxal were measured as previously described.^[^ ^48^ ^]^

### Metabolomic Analysis

Detection was done in cooperation with the Metabolomics Core Technology Platform from the Centre of Organismal Studies Heidelberg. 50 zebrafish larvae at 96 hpf per measurement or livers were snap frozen in liquid nitrogen. Adenosine compounds, thiols, free amino acids, fatty acids, and primary metabolites were measured as previously described.^[^ ^9^ ^]^

### Reverse‐Transcription Quantitative Polymerase Chain Reaction Analysis (RT‐qPCR)

Total RNA was isolated from *TG(fli1:EGFP)* zebrafish larvae/adult organs at different time points using the RNeasy Mini Kit following the manufacturer's protocol (Qiagen). cDNA Synthesis and qPCR reaction were proceeded as previously described.^[^ ^26^ ^]^ Primers are listed in Table S2, Supporting Information.

### RNA‐seq Analysis

Total RNA was isolated from *akr1a1a^+/+^*, *akr1a1a^−/−^* and *akr1a1a^+/+^* with ACR treatment larvae at 120 hpf. Library construction and sequencing were performed with BGISEQ‐500 (Beijing Genomic Institution, www.bgi.com, BGI). Gene expression analysis were conducted by the Core‐Lab for microarray analysis, center for medical research (ZMF). Quality control and data analysis were performed as described previously.^[^ ^48^ ^]^ The RNA‐Seq datasets produced in this study are available at GEO (Gene Expression Omnibus, NIH) under the accession number: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE168786.

### Protein Sequence Alignment

The amino acid sequences of the Akr1a1a proteins from zebrafish (Q6AZW2_DANRE), human (AK1A1_HUMAN), and mouse (AK1A1_MOUSE) were accessed from the UniProt Database (http://www.unip rot.org/). For the comparison, the genes were selected and aligned with the UniProt‐own alignment tool (http://www.uniprot.org/align/).

### Software

For zebrafish *akr1a1a* exon/intron region, amino acid and other schematic diagrams generation, websites of Ensembl (https://www.ens embl.org/), Biorender (https://biorender.com/) were used. Analysis of retinal vasculature was carried out by using LAS AF Lite Software from Leica for taking screenshots, Gimp for image cutting and ImageJ for quantification. The “GCMS solution” software (Shimadzu) was used for data processing of the GC/MS analysis.

### Statistical Analysis

Sample size for all experiments was more than three independent biological replicates. Data were displayed as mean with standard deviation. Statistical significance between different groups was analyzed using two‐paired Student's *t*‐test or one‐way ANOVA (followed by Tukey‘s multiple comparisons) in GraphPad Prism 6.01 or 8.3.0. *p*‐values of 0.05 were considered as significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Material Requests

The anti‐Akr1a1a antibody and the akr1a1a zebrafish mutant generated in this study are available from the corresponding author with a completed Materials Transfer Agreement.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.Q. performed experiments, analyzed data, and wrote the manuscript. F.S. and K.B. generated the *akr1a1a* mutant and performed the analysis of vascular alterations. X.L. performed *akr1a1b* related experiments. C.S. performed RNA‐Seq analysis. J.M., T.F., and X.Q. performed biochemical experiments and analyzed data. C.T.T., N.V., and I.H. performed histological analyses including electron microscopy of adult kidneys. E.H. performed metabolome experiments and analyzed data. R.H. and P.P.N. gave conceptual and technological advice. J.K. conceived and designed the study and wrote the manuscript. J.K. is the guarantor of this work and, as such, has full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA‐seq data that support the findings of this study are openly available at GEO (Gene Expression Omnibus, NIH) under the accession number: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168786.

How the deposited data were processed for this re-analysis (not part of the article)

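RNA-Seq of zebrafish larvae was analyzed for 18 samples, 6 of *akr1a1a+/+* larvae, 6 of *akr1a1a-/-* larvae and 6 of *akr1a1a+/+* larvae treated with ACR, all collected at 120 hpf. Groups and replicate numbers were taken from the sample labels and the paper, and all samples were used. The authors deposited estimated counts per gene without normalization, which need not be whole numbers, and TPM values per gene, normalized by the authors within each sample. The labels and the paper's text name no aligner, quantification tool, genome build or annotation for either. Both tables list 32520 Ensembl gene IDs, and 1965 of these had a count of 0 in all samples. Symbols were found for 29201 IDs in a table that pairs gene IDs with symbols. The ratio of counts to TPM gave a relative length for 24500 genes.
The design of the tests, the lists of gene symbols, the rule for the genes named and the alternatives were fixed before the data were examined, except where said otherwise. The design had assumed whole counts. As the counts were estimates, they were rounded to whole numbers and tested as designed. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0 were used. The main result of each comparison came from edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalization and the filterByExpr filter, in 1 model with a mean for each of the 3 groups, 15 residual degrees of freedom and no covariate. Adjusted p values are Benjamini-Hochberg values over all 23223 genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were computed as the log2 fold change divided by the square root of F and are approximate. CPM values use TMM-scaled totals. Exact permutation tests of single genes and of principal component scores compared group means over all groupings of 6 against 6 samples and were two-sided, so their p cannot be below 0.0022. A paired test of the principal component scores over all changes of sign was added after the data were seen.
Total counts lay between 19878464 and 20463404 over all samples. The smallest level taken as detected was 3 counts, or 0.147 to 0.151 CPM. A fold change against a group in which every sample was at or below 3 counts is given as a lower bound. Counts come from reads without molecular identifiers, so this limit covers counting error only.
For the gene sets, lists of symbols and symbol patterns were written, since the KEGG and GO sets of the paper were not used here. Of the symbols listed, 103 of 108 were found for insulin receptor signaling, 36 of 38 for the MAPK cascade, 28 of 31 for receptor tyrosine kinases, 59 of 59 for protein kinases, 40 of 51 for the electrophile response and 34 of 37 for the circadian clock. Many zebrafish genes carry their human symbol in the name table. A listed symbol that was not found was therefore searched without its final a or b, a rule added after the name table had been seen but before any count was examined. Sets were tested with fgsea (seed 1, set sizes from 10 to 1000) with Benjamini-Hochberg adjustment over the 5 sets of a comparison.
The main set results use fgsea's default of 1000 initial permutations. This default gave no score for the ACR comparison in limma's fit of log2(TPM + 1). After the main results had been seen, the number was first raised to 10000 for every fit, which moved the electrophile response set of *akr1a1a-/-* larvae from an adjusted p of 0.0426 to 0.0502. The default was then restored as the main setting, 10000 permutations were kept where the default gives no score, and they are reported as an added alternative for all sets.
The genes named in the text follow a fixed rule. It takes every gene whose mRNA the paper names and the files hold, the members of the insulin receptor signaling set with an adjusted p under 0.05, and per comparison the 5 largest rises and the 5 largest falls. These had to have an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Some genes that the rule takes are not reported here. Outside this rule, and chosen after their values were seen, hsp70.3 is named as the sixth gene past the threshold after ACR treatment, as are other hsp70 and ferritin genes, the most abundant genes of the samples and 5 genes of the electrophile response set.
The alternatives were DESeq2's size factors, no filter beyond 1 count in total, a filter of at least 10 counts in every sample, a fit of only the groups compared, the replicate number as a block, a lane covariate, DESeq2's Wald test, limma on log2(TPM + 1) and on log2(TPM + 0.1), and a further threshold of an absolute log2 fold change of 1. For ACR they included the treated samples of each lane alone. For sets they included ranking by log2 fold change, camera, fry and the removal of the trend with gene length, alone and with the block. For the principal components they were the 500 most variable genes, log2(TPM + 1), all 18 samples and a prior count of 0.5. Added after the data were seen were the block fit of only the untreated and ACR-treated samples, the fgsea permutations above, camera and fry with the replicate block, the lane difference of ACR-treated samples beside the replicate block, and a form of the correlation between comparisons that matches replicate numbers.
The replicate numbers come from the sample labels, which use 1 to 6 in each group. The paper does not say that equal numbers mark a shared clutch or batch. Whether they pair the samples was checked by the correlation of deviations from group means.
Before the counts were tested, the same functions were tested on simulated data, drawn with the means and totals of the real samples. The 200 genes changed had a mean log2 CPM of at least 1 and changed 2-fold. Of these, 195 (97.5%) were recovered among 23061 genes tested, all in the right direction. A set of 102 genes was also shifted downward, each gene alike, of which 11 were called, and it scored −3.45. Counts were drawn independently, without correlation between genes or between same-numbered samples. The recovery and the score thus do not measure power for the smaller shifts of the real sets, nor false calls under such correlation. Of all 221 calls, 15 (6.79%) were false. With nothing changed, 0 of 23063 genes were called in either comparison, with 1100 at an unadjusted p under 0.05 in the ACR comparison.
A planned comparison of the chromosome of akr1a1a with other chromosomes was void. A table of RefSeq genes for the GRCz12tu assembly matched only 64.9% of the tested genes by name, below the minimum of 80% set for such a check. The table was used only for which genes neighbour akr1a1a, and no coordinates are given. Values measured by RT-qPCR, metabolomics, glucose assays and Western blots were not analysed here.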

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

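The tests of MHC genes, of summed counts of related genes, of library size, of the genes around akr1a1a and of gene length for the electrophile response set, as well as camera and fry with the replicate block and the count of samples that the divisions keep together, were chosen after the results had been seen.
The paper discusses pathways but no single genes for the RNA-Seq after ACR treatment. All 6 genes that passed an adjusted p of 0.05 in edgeR's quasi-likelihood test were higher in 6 of 6 same-numbered pairs. Their log2 fold changes were 2.22 for ENSDARG00000113150 (adjusted p = 0.00478), 1.60 for ENSDARG00000061481 (adjusted p = 0.00542), 0.54 for si:dkey-251i10.2 (adjusted p = 0.00578), 1.33 for hsp70.3 (adjusted p = 0.0168), 0.86 for HSPA2 (adjusted p = 0.0187) and 2.61 for fthl29 (adjusted p = 0.0494). With the replicate block, their adjusted p values lay between 8.02e-09 (fthl29) and 0.00661 (hsp70.3 and HSPA2). Over all alternatives run, the highest adjusted p of each gene was between 0.134 and 0.857, and each passed in 8 to 10 of 11 or 12 alternatives. In *akr1a1a-/-* larvae, 5 of these genes were not past the threshold, and ENSDARG00000113150 was lower, at −1.52 (adjusted p = 0.0108). The electrophile response set scored 2.18 (adjusted p = 7.68e-06, fgsea), with 33 of 41 genes higher. Over all genes 0 of its members passed, with 9 at an unadjusted p under 0.05, and over the list alone 3 did, namely blvrb (log2 fold change 0.34, adjusted p = 0.0284), SQSTM1 (0.62, adjusted p = 0.0284) and prdx1 (0.59, adjusted p = 0.0306). With camera and fry, which allow for correlation between genes, its adjusted p was 0.0502 and 0.0523 without the replicate block and 0.00774 and 0.00292 with it, over a range of 9.76e-07 to 0.0523 among its alternatives. With the block, 3 of its members passed over all genes, namely prdx1 (adjusted p = 0.000205), gstp1.2 (adjusted p = 0.000787) and GSR (adjusted p = 0.0257).
Several technical explanations were weighed for the ACR result. Reads shared between related genes could move counts from one hsp70 or ferritin gene to another without any change of the family. The summed counts of the 4 hsp70 genes, however, rose by 0.99 on the log2 scale (exact two-sided permutation p = 0.0022) and those of 5 ferritin heavy chain-like genes by 0.94 (exact p = 0.013), each in 6 of 6 pairs. All 9 genes were higher in each setting run, those with TPM values included. Of the 32 divisions of the samples, 1 gave as many as 6 genes, the real one, and the others gave 0. Of 28 further divisions that part fewer pairs, 1 gave as many, with 35 genes. Thinning every sample to the smallest total left 6 genes, but the mean totals differed by only 0.484%, so this could hardly have changed the count. MHC genes other than mhc1uba did not move more than lists matched on expression (share of 10000 random lists with as large a median change 0.2065). Gene length did not account for the electrophile response set (share of 10000 matched random sets 0.0001, the smallest they can give), but 3 of the 32 divisions gave a score at least as large, the real one and 2 that kept 5 and 4 of the 6 samples of each condition together. None of the 10 divisions with 3 samples of each condition in each group did, their highest absolute score being 1.80. Of the 28 further divisions that part fewer pairs, 5 gave at least as large an absolute score, the highest being 2.45. Collection at another time of day was not excluded. The 34 circadian clock genes had a median absolute log2 fold change of 0.0798, reached by a share of 0.0153 of random lists matched on expression, with 26 of 34 lower, 0 past the threshold and 0 at an unadjusted p under 0.05. Lane does not account for the rise. The treated samples of lane 2, the lane of all untreated samples, gave 13 genes that included all 6, and a score of 2.28 for the electrophile response set (adjusted p = 3.00e-06). With the lane covariate, 20 genes passed, again with all 6, and the score was 2.25 (adjusted p = 5.87e-06). As all untreated samples were on lane 2, this fit makes nearly the same comparison as the treated samples of lane 2 alone. It is therefore not a separate test. The treated samples of lane 3 alone gave 0 genes, with 708 at an unadjusted p under 0.05, and a score of 1.48 (adjusted p = 0.0413). A candidate explanation for the rise of hsp70, ferritin and electrophile response genes is a response to the reactivity of ACR itself. A small difference in collection time is not excluded, and whether such a difference changes the 6 genes was not tested.
In *akr1a1a-/-* larvae, the 10 genes with the largest changes under the rule for named genes had few counts in the lower genotype. The highest count there was 25, for si:ch73-65n21.2, and the paper names none of these genes. CCDC134 had 0 to 4 counts in *akr1a1a+/+* and 129 to 305 counts in *akr1a1a-/-* samples, a log2 fold change of 6.72. The other large rises were those of loc101882496 (log2 fold change 5.34), si:ch211-198k9.11 (4.50), si:dkey-88j15.3 (4.50) and si:ch73-65n21.2 (4.38). In the other direction, all *akr1a1a-/-* samples had at most 3 counts of si:ch211-239f4.6, ENSDARG00000109267 and si:dkey-23a23.1, which were at least 146-fold, at least 77.6-fold and at least 55.4-fold lower than in *akr1a1a+/+* samples. The log2 fold change was −4.89 for mhc1uba and −4.65 for MSH4. Each of these 10 genes had an adjusted p of at most 2.57e-06 from edgeR's quasi-likelihood test, and the samples of the genotypes did not overlap. Under the alternatives run for them, the log2 fold changes had the same sign, with adjusted p values of at most 0.0374.
Differences in inherited haplotypes between the clutches of the genotypes could produce such changes without any action of Akr1a1a. MHC genes other than mhc1uba differed more than lists matched on expression, with a median absolute log2 fold change of 0.528 over 26 genes against a median of 0.238 for the random lists (share of random lists 0.0007), and 11 of the 26 genes passed. Around akr1a1a itself the number of genes was too small for a clear answer. Of the 20 nearest protein-coding genes, 17 could be tested and 5 passed (29.4% against 16.1% of other genes, Fisher's exact test, two-sided p = 0.176), so a haplotype around akr1a1a was not detected and is not excluded. Over the whole chromosome no comparison was made, as only 64.9% of tested genes had a chromosome by name. Other explanations found less in the data. The log2 differences between the lanes in ACR-treated larvae and between the genotypes correlated at only 0.041 across genes, although lane and genotype coincide and 1498 genes passed with the lane covariate. Circadian genes moved no more than random lists (share 0.9092). Thinning to the smallest total left 3743 genes in place of 3752, a test that a difference of 1.42% in mean totals could hardly have moved. Of the 32 divisions of the samples only 1, the real one, gave as many genes, and the others gave at most 3. Haplotype differences between the lines may thus account for part of the large changes, and their part cannot be told apart from that of Akr1a1a loss in this design.
Among 158 groups of 6 values of the named genes, 14 had a sample set apart from the others, where about 7.9 are expected by chance. The gap of that sample to its nearest neighbour, as a share of the range of the group, was 0.857 for SOCS3 and 0.748 for SOCS1, both low in *akr1a1a+/+* replicate 6. It was 0.705 and 0.827 for PDK1, high in replicate 4 of both *akr1a1a+/+* and ACR-treated larvae. For MSH4 it was 0.884, low in ACR replicate 5. In *akr1a1a-/-* larvae it was 0.676 for PFKP (ENSDARG00000012801, low in replicate 2), 0.684 for akr1a1a (high in replicate 1), 0.665 for b2m (high in replicate 6), 0.728 for eif4ebp3 (high in replicate 4) and 0.698 for si:ch211-198k9.11 (low in replicate 1). For ENSDARG00000109267 it was 1, because 5 of the *akr1a1a-/-* samples had 0 counts. In *akr1a1a+/+* larvae it was 0.707 for PFKL (ENSDARG00000099755, low in replicate 3), 0.660 for loc101882496 (high in replicate 5) and 0.662 for si:ch211-239f4.6 (low in replicate 6). No biological explanation was tested for these samples. The total counts of *akr1a1a+/+* replicate 6 were the lowest of the study, at 19878464, against a highest total of 20463404.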

How the results depend on the processing

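The block fit of 12 samples, the 10000 initial permutations, camera and fry with the replicate block, the replicate block for the lanes and the correlation matched by number were chosen after the results had been seen.
Under the alternatives run, the first principal component kept a gap between *akr1a1a+/+* and *akr1a1a-/-* samples in all 4, from 73.3% to 78.2% of the range, with the same exact p. The number of genes past the threshold in *akr1a1a-/-* larvae stayed within a factor of 1.5 of 3752 in 8 of 10 alternatives, including 4828 with the replicate block, and was 1498 with the lane covariate and 685 with the 2-fold condition. Deviations of *akr1a1a-/-* and *akr1a1a+/+* samples with the same number correlated at only 0.076, so the block has little to pair there. For *akr1a1a-/-* against ACR-treated larvae, 1980 genes passed with the lane covariate and 681 with the 2-fold condition, and among genes past the threshold the share higher in *akr1a1a-/-* was 25.4% with log2(TPM + 1) and 24.3% with log2(TPM + 0.1), against 47.0% with counts. For *akr1a1a-/-* against *akr1a1a+/+* larvae this share was 32.8% and 31.8%, against 50.7% with counts. TPM values were not scaled between samples, and in both comparisons their median log2 fold changes over all genes were more negative than with counts.
The count of 6 genes after ACR treatment moved most, with 1 gene when only the groups compared were fitted, 2 with either TPM scale, 20 with the lane covariate, 23 with DESeq2's Wald test and 32 with the replicate block. It was 13 with the treated samples of lane 2 alone, 0 with those of lane 3 alone (708 at an unadjusted p under 0.05) and 137 with the block in the 12 samples. Between the lanes within ACR-treated larvae, the count of 4 genes became 0 with at least 10 counts in every sample (2680 at an unadjusted p under 0.05), 82 with DESeq2's Wald test, 1 with either TPM scale and 0 with the replicate block relative to the untreated samples (1066 at an unadjusted p under 0.05). The cause was not tested for any of these.
In *akr1a1a-/-* larvae, the insulin receptor signaling set passed in 16 of 17 alternatives, with −1.90 (adjusted p = 0.000112) under the replicate block. With ranking by log2 fold change, the scores were −1.29 for insulin receptor signaling, −1.09 for the MAPK cascade, −1.11 for receptor tyrosine kinases, −0.90 for protein kinases and 1.01 for the electrophile response, with adjusted p values from 0.496 to 0.735. With the length trend removed, they were −1.35 for the MAPK cascade, −1.20 for receptor tyrosine kinases, −1.20 for protein kinases and 1.42 for the electrophile response (adjusted p from 0.0743 to 0.168, where the unadjusted p of the MAPK cascade moved only from 0.0264 to 0.0297), and with the replicate block in addition −1.31, −1.27, −1.22 and 1.41 (0.0698 to 0.127). With camera, their adjusted p values were 0.106, 0.310, 0.182 and 0.727, and with the replicate block in addition 0.0636, 0.358, 0.0845 and 0.664. The electrophile response also missed the threshold with at least 10 counts in every sample (score 1.44), with only the 2 groups compared (1.33), with log2(TPM + 1) (1.26), with log2(TPM + 0.1) (1.28), with 10000 initial permutations (1.42, adjusted p = 0.0502) and with fry (adjusted p = 0.344 without and 0.168 with the block). The cause was not tested. Over all alternatives, adjusted p values ranged from 5.13e-06 to 0.496 for insulin receptor signaling, from 0.000271 to 0.496 for the MAPK cascade, from 0.00701 to 0.496 for receptor tyrosine kinases, from 0.000268 to 0.735 for protein kinases and from 0.00191 to 0.727 for the electrophile response.
After ACR treatment, the insulin receptor signaling and protein kinase sets passed in all 20 alternatives, with adjusted p values of at most 0.0270 and 0.0333. The receptor tyrosine kinases passed in 19 and missed the threshold with camera under the replicate block (adjusted p = 0.0530, the lowest among its alternatives being 8.84e-08). The MAPK cascade missed the threshold only with the treated samples of lane 3 (score −1.14, adjusted p = 0.197, the lowest among its alternatives being 2.56e-05), and the electrophile response only with camera (0.0502) and fry (0.0523) without the block, the lowest being 9.76e-07. The cause was not tested.
The correlation of 0.135 between the fold changes of *akr1a1a-/-* and of ACR-treated larvae was 0.319 without the filter, 0.217 with at least 10 counts in every sample and 0.465 with the lane covariate. With that covariate both comparisons also share the ACR-treated samples of lane 2, which alone raises the value. When each comparison had its own untreated samples, the correlation reversed to −0.039, and was 0.033 when the ACR samples were also matched by number.
Of the 38 named results past the threshold, 19 passed under each alternative run and all 38 kept their sign. Over all 70 named results, 38 of 690 values were weaker and 3 stronger. Signs reversed for 27 values of genes with no change past the threshold, each with an adjusted p of at least 0.333. In *akr1a1a-/-* larvae, log2(TPM + 1) and log2(TPM + 0.1) gave −0.0409 and −0.0419 for akt2, −0.00235 and −0.00252 for PFKL (ENSDARG00000060504), −0.0313 and −0.0314 for PKM (ENSDARG00000099860) and −0.00638 and −0.00651 for AKT2, and the lane covariate gave −0.0514 for akt1, −0.253 for PKM (ENSDARG00000099860) and −0.130 for AKT2. After ACR treatment, the lane covariate and the lane 2 samples alone gave −0.0377 and −0.0396 for PFKP (ENSDARG00000012801), −0.0981 and −0.0992 for akt1 and −0.0147 and −0.0157 for PKM (ENSDARG00000099730), for which the TPM scales gave −0.00781 and −0.00785. The lane 3 samples alone gave −0.0144 for akt2, 0.00606 for ins, 0.0701 for PKLR, −0.0283 for AKR1A1, 0.0131 and 0.000585 for the PFKL genes and 0.0544 for PKM (ENSDARG00000099860). Without the filter akt2 was at −0.000125. The cause was not tested.
The depth of 19878464 to 20463404 counts per sample limits what can be said of genes near 3 counts in a group. Only lower bounds are given where every sample of a group had at most 3 counts. CCDC134 and mhc1uba had 0 to 4 counts in the lower genotype. Their log2 fold changes of 6.72 and −4.89 are point values and uncertain in size.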

Other observations

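Of the tests in this part, those of the block fit of 12 samples, of *akr1a1a-/-* against ACR-treated larvae, of the lanes within ACR-treated larvae, alone and with the replicate block, and of gene length for the electrophile response set, as well as the count of samples that the divisions keep together, the forms matched by number and the renewed selection of genes with separate untreated samples, were chosen after the results had been seen.
The results of models over many genes were compared with the 32 divisions of 12 samples into groups of 6 that part all same-numbered pairs, the real division included. In *akr1a1a-/-* larvae, as many genes past the threshold were found in 1 of 32, and a score as extreme in 3 of 32 for insulin receptor signaling, 7 for the MAPK cascade, 14 for receptor tyrosine kinases, 6 for protein kinases and 3 for the electrophile response. The other divisions gave scores from −1.97 to 1.94 for insulin receptor signaling although they gave at most 3 genes. In ACR-treated larvae, as many genes were found in 1 of 32, and scores as extreme in 1 for insulin receptor signaling, 3 for the MAPK cascade, 5 for receptor tyrosine kinases, 2 for protein kinases and 3 for the electrophile response. With the replicate block in these 12 samples the numbers were 1 for genes, where the others gave at most 12 against 137, and 1, 3, 7, 2 and 2 for the sets in the same order. For *akr1a1a-/-* against ACR-treated larvae it was 1 of 32, the others giving at most 130 genes against 3194. For the lanes within ACR-treated larvae it was 1 of 10, a number of divisions that cannot give a share under 0.05. Among the gene sets, only insulin receptor signaling in ACR-treated larvae had a share under 0.05, with and without the block. Many of these other divisions still carry part of the difference of condition, since 6 of the 31 keep 5 of the 6 samples of each condition together, and only 10 put 3 samples of each condition in each group. Of those 10, in *akr1a1a-/-* larvae 7 gave as extreme a score for receptor tyrosine kinases and 1 for the electrophile response, and none did for insulin receptor signaling, the MAPK cascade and protein kinases, where their highest absolute scores were 1.38, 1.22 and 1.25. In ACR-treated larvae none of the 10 did for any set, the highest absolute score for receptor tyrosine kinases being 2.25, and with the replicate block in the 12 samples 1 did for receptor tyrosine kinases and none for the other sets.
Genes of the sets that were lower tended to be long, with a median length of 1.70 times that of all tested genes for insulin receptor signaling and 2.21 times for receptor tyrosine kinases. Random sets matched on length and mean count were used to test whether length could produce the shifts. In *akr1a1a-/-* larvae, shares of 0.0001 (insulin receptor signaling, the smallest that 10000 sets can give), 0.0059 (MAPK cascade), 0.0353 (receptor tyrosine kinases) and 0.0039 (protein kinases) of random sets had as extreme a mean statistic, and a share of 0.2058 for the electrophile response, for which length and mean count remain an explanation. With the trend with length removed from the ranking, the score of the receptor tyrosine kinases moved from −1.45 to −1.20 (adjusted p = 0.168, from 0.00701 to 0.496 over its alternatives) and that of the protein kinases from −1.30 to −1.20 (adjusted p = 0.0786, from 0.000268 to 0.735), so length may also account for part of these scores. Insulin receptor signaling moved from −1.96 to −1.95 and the MAPK cascade from −1.36 to −1.35. In ACR-treated larvae the shares were 0.0001, 0.0002, 0.0001 and 0.0001, and 0.0001 for the electrophile response.
Lane was examined in ACR-treated larvae, the only group on both lanes. Between its lanes 4 genes differed, with 2718 at an unadjusted p under 0.05. The lane difference correlated across genes at 0.041 with the genotype difference over all genes and at 0.058 over the 3752 genes past the threshold. It correlated at 0.55 with the difference between replicates 4 to 6 and 1 to 3 of *akr1a1a+/+* larvae, which were all on lane 2, and at 0.087 with that of *akr1a1a-/-* larvae. Part of it may therefore belong to the replicates and not to the lane. With the replicate block, the lane difference was taken relative to the untreated samples of the same number, and 0 genes then differed, with 1066 of 22866 at an unadjusted p under 0.05. Taken in this way, it correlated at −0.038 with the genotype difference over all genes. A difference between lanes beyond that between replicates was thus not detected, and it could not be told from a different response to ACR in replicates 4 to 6.
A resemblance between *akr1a1a-/-* and ACR-treated larvae over all genes may come from the untreated samples that both comparisons share. The correlation of 0.135 fell to a mean of −0.039 (from −0.169 to 0.045) over the 20 ways of giving each comparison its own 3 untreated samples, as this explanation predicts, and to a mean of 0.033 (from −0.027 to 0.103) with the ACR samples also matched by number. For the 3752 genes past the threshold in *akr1a1a-/-* larvae, 69.3% had the same sign in both comparisons with shared untreated samples. With separate untreated samples it was 66.2% on average (from 64.4% to 67.8%) with a mean correlation of 0.067 (from −0.083 to 0.183), and 0.120 when the ACR samples were also matched by number. With shared untreated samples, the slope of the ACR change on the *akr1a1a-/-* change was 0.0377 over these genes, at a correlation of 0.204. A weak correlation alone makes a slope small, so the slope does not measure the size of the ACR changes. These 3752 genes had, however, been selected with all 6 untreated samples. When they were selected anew each time with only the 3 untreated samples given to *akr1a1a-/-* larvae, 1850 genes passed on average (from 1286 to 2531). The same sign was then found for 51.8% on average (from 41.3% to 58.3%), with a mean correlation of −0.118 (from −0.363 to 0.047), and with the ACR samples matched by number for 57.4% (from 51.5% to 66.2%), with a mean correlation of 0.049 (from −0.043 to 0.159). The share of 69.3% is thus not free of the shared untreated samples, although the smaller number of samples may also have lowered the later shares.
The paper measured several transcripts by RT-qPCR in other samples, and the RNA-Seq of larvae holds values for them. Its RT-qPCR of larvae found both insulin receptor genes lower in the mutants. In the RNA-Seq, INSR (ENSDARG00000011948) was lower in 6 of 6 pairs at a log2 fold change of −0.29 (adjusted p = 5.00e-05), whereas INSR (ENSDARG00000071524) was lower in 5 of 6 pairs at −0.14 and did not pass (adjusted p = 0.237). ins (ENSDARG00000035350) had 13.4 ± 1.19 CPM in *akr1a1a+/+*, 13.3 ± 2.43 CPM in *akr1a1a-/-* and 12.4 ± 2.70 CPM in ACR-treated larvae (SD, n = 6 each), with log2 fold changes of −0.01 (adjusted p = 0.977 from edgeR's quasi-likelihood test) and −0.12 (adjusted p = 0.947). b2m, to which the paper's RT-qPCR values are normalized, had 2.14 ± 0.34, 2.69 ± 0.48 and 2.95 ± 0.67 CPM (SD, n = 6 each) and was higher in 6 of 6 pairs in both comparisons. Its log2 fold change was 0.33 in *akr1a1a-/-* (adjusted p = 0.173) and 0.46 in ACR-treated larvae (adjusted p = 0.909), not past the threshold. The exact two-sided permutation test gave an unadjusted p of 0.0173 and 0.0152. A reference gene that is higher in a group lowers the normalized value of other genes there, and whether this holds in the RT-qPCR samples was not tested.
The paper reports pfk, hk1 and pk mRNA for adult livers. In larvae, both genes named PFKM were higher in 6 of 6 pairs of *akr1a1a-/-* larvae, with log2 fold changes of 0.52 (ENSDARG00000014179, adjusted p = 0.00151) and 0.61 (ENSDARG00000060797, adjusted p = 0.000395). The former did not pass with the lane covariate (adjusted p = 0.151, from 2.37e-05 to 0.151 over its alternatives). PFKP (ENSDARG00000028000) was higher by 0.16 (adjusted p = 0.0228, from 0.00604 to 0.234 over its alternatives) and PFKL (ENSDARG00000099755) lower at −0.17 (adjusted p = 0.0393), while the other PFKP and PFKL genes, HK1, both PKM genes and PKLR did not pass. PKLR was lower in 6 of 6 pairs of *akr1a1a-/-* larvae, at −0.39 (adjusted p = 0.128, from 0.0114 to 0.135 over its alternatives). akt1, akt2 and AKT2 did not pass in *akr1a1a-/-* or ACR-treated larvae, with adjusted p values from 0.370 to 0.994.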
